# Sertoli Cells Express Accommodation, Survival, and Immunoregulatory Factors When Exposed to Normal Human Serum

**DOI:** 10.3390/biomedicines11061650

**Published:** 2023-06-06

**Authors:** Rachel L. Washburn, Dalia Martinez-Marin, Tyler Sniegowski, Ksenija Korać, Alexis R. Rodriguez, Jonathan M. Miranda, Beverly S. Chilton, Robert K. Bright, Kevin Pruitt, Yangzom D. Bhutia, Jannette M. Dufour

**Keywords:** Sertoli cells, xenotransplantation, complement, immune regulation

## Abstract

Transplantation is a clinical procedure that treats a variety of diseases yet is unattainable for many patients due to a nationwide organ shortage and the harsh side effects of chronic immune suppression. Xenografted pig organs are an attractive alternative to traditional allografts and would provide an endless supply of transplantable tissue, but transplants risk rejection by the recipient’s immune system. An essential component of the rejection immune response is the complement system. Sertoli cells, an immunoregulatory testicular cell, survive complement as xenografts long term without any immune suppressants. We hypothesized that exposure to the xenogeneic complement influences Sertoli cell gene expression of other accommodation factors that contribute to their survival; thus, the purpose of this study was to describe these potential changes in gene expression. RNA sequencing of baseline neonatal pig Sertoli cells (NPSC) as compared to NPSC after exposure to normal human serum (NHS, containing complement) revealed 62 significantly differentially expressed genes (DEG) that affect over 30 pathways involved in immune regulation, cell survival, and transplant accommodation. Twelve genes of interest were selected for further study, and Sertoli cell protein expression of CCL2 and the accommodation factor A20 were confirmed for the first time. Functional pathway analyses were conducted in NPSC and three biological clusters were revealed as being considerably affected by NHS exposure: innate immune signaling, cytokine signaling, and T cell regulation. Better understanding of the interaction of Sertoli cells with complement in a xenograft environment may reveal the mechanisms behind immune-privileged systems to increase graft viability.

## 1. Introduction

Though transplantation is important in treating a wide range of illnesses and disorders, it remains unattainable for many patients on the organ waiting list as there is not enough transplantable tissue available to meet the need. A feasible solution is to use pigs as xenograft donors, providing an unlimited supply of organs and tissues [1]. Recently, a patient received a transgenic pig heart to treat end-stage heart failure [2]. The pig donor was genetically modified to knock out the expression of three xenoantigens (XNA) and to express various survival and immune suppressive factors. The patient also underwent an extensive and experimental immune suppression regimen to prolong xenograft survival [2]. The heart functioned for two months until the patient’s death, marking a milestone in the transplantation field [2]. Though utilizing xenografted pig tissue would effectively solve the organ shortage, this clinical study illustrates a risk of allotransplantation and xenotransplantation—graft rejection.

Curiously, Sertoli cells (SC) have been shown to survive as both allografts and xenografts long-term, 100+ days [3] or 90+ days [4] post-transplantation, respectively, without any immunosuppressant treatment. SC are physiologically located in the seminiferous tubules of the testis where they protect germ cells from autoimmune destruction, and transplanted SC have also been shown to create this immune-privileged environment outside the testis to increase the survival of co-grafted cells [5,6,7].

As prolonged complement activation is a leading cause of chronic kidney graft rejection due to vascular occlusion by antibody-mediated complement complexes and ischemia [8,9], this study focuses on the interaction of SC and complement in xenotransplantation. Neonatal pig SC (NPSC) exposed in vitro to either heat-inactivated normal human serum (NHS) and rabbit complement or non-heat-inactivated NHS survive above media controls, while the survival of neonatal pig islets (NPI) and pig aortic endothelial cells (PAEC) was significantly decreased [10,11]. PAEC cultured in pig SC conditioned media (SCCM) experienced significantly elevated survival (two-fold increase) after exposure to human complement serum, implying that pig SC produce secreted factor(s) that confer protection to complement-killed cells [11].

Recently, complement has been indicted in the regulation and activation of immune cells, particularly T cells and antigen presenting cells (APC) [12,13]. The anaphylatoxins C3a and C5a have been shown to activate signaling pathways important for quiescence and survival, activation and expansion, and suppression of T cell and APC responses [13,14]. The activation complement component C1q has also been implicated in immune cell activation and function after binding its receptor C1q binding protein (C1QBP, C1q receptor, gC1qR) on mitochondria to foster mitochondrial fitness, cell survival, and proliferative capacity [15,16]. Evidently, complement components participate in shaping the immune environment by modulating APC and T cell regulation.

Taking this into account, we hypothesized that 1.5 h exposure of SC to xenogeneic complement influences differential expression of survival, accommodation, and immunoregulatory genes that are important to their survival as xenografts. RNA sequencing identified 62 significantly differentially expressed genes (DEG) between baseline and complement-exposed cells, many of which are involved in cell survival, proliferation, accommodation, and immune regulation. The qPCR of 12 genes of interest (GOI) confirmed statistically significant changes in 9 of these genes. Protein expression of the GOI A20 and CCL2 was confirmed for the first time in SC. Gene ontology analyses indicated that the cellular responses most affected by DEG are involved in cell survival to stress, immune regulation, inflammation modulation, proliferation, and angiogenesis. The top pathways containing the most DEG followed this same trend, with the majority involved in innate immune responses, cytokine responses, and T cell regulation. Overall, the purpose of this study was to describe the changes in gene expression after NPSC exposure to NHS after 90 min. Determining whether complement signaling on SC leads to the expression of factors that create and maintain an immunomodulatory environment can be translated into focusing future research on the therapeutic potential of these genes in prolonging graft survival and reducing inflammation.

## 2. Materials and Methods

### 2.1. Animals

Testes were collected from three-to-five-day-old Duroc-Landrace pigs from the Texas Tech University New Deal Swine Unit. All procedures were in adherence to the approved Institute for Laboratory Animal Research Care, Use of Laboratory Animals, Texas Tech University Health Sciences Center Institutional Animal Care and Use Committee guidelines and protocols of the National Institutes of Health (IACUC protocol 05019).

### 2.2. Sertoli Cell Isolation

Testes were collected from 3 litters of 4 male pigs on different farrowing dates for n = 24 testes, n = 12 pigs, and n = 3 litters. Testes from each litter were sterilized in 70% ethanol twice for 30 s each and stored in sterile HBSS on ice for transit. Testis were chopped vigorously by hand in a sterile hood for roughly 10 min, and then collagenase and trypsin digestions and filtration were used to isolate NPSC from testicular tissue, as previously described [4]. NPSC were cultured on 150 mm tissue culture plates (Corning Inc., Corning, NJ, USA) using Dulbeco’s modified eagle medium (DMEM, Sigma-Aldrich, Burlington, MA, USA) media containing 10% fetal bovine serum (FBS) as described below.

### 2.3. RNA Sequencing

Three million NPSC were cultured as a monolayer per 100 mm tissue culture plate (Corning Ing, Corning, NJ, USA) in 10 mL DMEM + 10% FBS overnight at 37 °C and 5% CO_2_. Then, 5 mL of media was removed from each plate and either 5 mL DMEM (baseline NPSC plates, n = 3) or 5 mL of pooled AB NHS with complement preserved (complement NPSC plates, n = 3) was added to replicate the conditions of the NHS cytotoxicity assay used frequently in our lab [10]. After incubation for 1.5 h [10,11], media and media containing NHS was removed and plates were gently rinsed twice with phosphate buffered saline (PBS, pH 7.4). PBS was added to each plate, and cells were carefully scraped and placed in sterile 50 mL conical tubes. Tubes were centrifuged for 5 min at 800 RPM, then supernatant was removed, and cells were rinsed twice more with PBS. To prepare cells for RNA sequencing, baseline NPSC and NPSC + complement were lysed with 1 mL of Trizol^®^ reagent (Ambion by Life Technologies, Carlsbad, CA, USA). Samples were stored at −80 °C in Trizol^®^ until all samples were collected (n = 3 of each condition). Then, samples were packaged in dry ice and shipped to GENEWIZ (Azenta Life Sciences, South Plainfield, NJ, USA) for RNA isolation, RNA sequencing, and data processing.

GENEWIZ from Azenta Life Sciences conducted next generation sequencing on all samples. The RNA sequencing service prepared the library for standard and strand-specific RNA, small RNA, and ultra-low input RNA. For standard and strand-specific service, the target RNAs is mRNA, which undergoes poly(A) selection, and mRNA + long non-coding RNA (lncRNA), which undergoes ribosomal RNA (rRNA) depletion. For small RNA sequencing service, target RNA are small RNAs including microRNA (miRNA), small interfering (siRNA), and piwi-interacting RNA (piRNA), which were selected by size fractionation with adaptor ligation to 5′ phosphatase. For ultra-low input RNA sequencing service, mRNA was selected by poly(A) selection with enrichment for full-length transcripts. Sequencing was performed on the Illumina^®^ NovaSeq™ or HiSeq^®^ platforms with the following conditions 2 × 150 base pairs (bp) configuration, 20–30 million read depth, and a guaranteed data quality of ≥80% bases with at least Q30. Data analysis included trimming, mapping, DEG, small RNA discovery, and novel transcript discovery. Sample quality control report, aligned data, hit counts, DEG results, gene ontology (GO) enrichment analysis, and differential splicing analysis were included as deliverables.

### 2.4. PCR for Genes of Interest

The Purelink™ RNA Mini Kit (Invitrogen, Carlsbad, CA, USA) was used to isolate total RNA for qPCR. Briefly, 3 × 10^6^ NPSC were lysed in 0.6 mL lysis buffer with 1% 2-mercaptoethanol (BioRad Laboratories, Hercules, CA, USA) and passed 10 times through a sterile 21-gage needle. A series of washes and filtrations were performed per the manufacturer’s instructions, and the RNA was suspended in nuclease-free water and stored at −80 °C until ready for cDNA conversion and qPCR. RNA was quantified using a nanodrop (Nanodrop one, Thermo Fisher Scientific, Waltham, MA, USA). Then, the High-Capacity cDNA Reverse Transcriptase Kit with RNase Inhibitor (Applied Biosciences, Waltham, MA, USA) and the ProFlex PCR System thermocycler (Applied Biosciences, Waltham, MA, USA) were used to reverse transcribe total RNA into cDNA.

qPCR was conducted using the QuantStudio™ 3 Real Time PCR system (Applied Biosystems by Thermo Fischer Scientific, Waltham, MA, USA) with iTaq Universal SYBR^®^ Green Supermix (Bio Rad Laboratories, Inc., Hercules, CA, USA). Primers are contained in Table S1. Gene expression was normalized to an endogenous control (GAPDH).

### 2.5. Protein Collection and Quantification by Western Blot and ELISA

Total cellular proteins (n ≥ 3) were isolated from baseline and complement SC through cell lysis using radioimmunoprecipitation assay buffer consisting of tris-hydrochloric acid (20 mM, pH 7.5), sodium chloride (150 mM), 1% nonyl-phenyl polyethylene 40, 0.1% sodium dodecyl sulfate, 1% deoxycholic acid, sodium fluoride (5 mM), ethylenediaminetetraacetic acid (1 mM). Proteins were then put on ice for 30 min and centrifuged at 12,000× *g* for 5 min. Protein concentrations were determined by the Bradford assay (BioRad, Hercules, CA, USA) with BSA as the standard [17].

Western blot was used to quantify A20 (*TNFAIP3*) protein levels in baseline and complement NPSC. Actin was used to control for loading with mouse anti-actin primary (1:2000, Chemicon International, Temecular, CA, USA) and anti-mouse secondary to control for loading. A 10% SDS-polyacrylamide gel and electrophoresis were used to separate cellular lysates. Proteins were transferred to immobilon-P membranes, which were blocked with 5% milk, then incubated with A20 primary antibody for six hours (1:1000, Proteintech, Rosemont, IL, USA). Next, membranes were further incubated with goat-anti-rabbit IgG (H+L) secondary antibody (1:40,000, Invitrogen, Waltham, MA, USA) for 2 h. Before imaging, membranes were incubated in SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, Waltham, MA, USA) and imaged using the Azure 300 western blot imaging system (Azure Biosystems, Dublin, CA, USA). A20 protein levels were normalized to actin and relative protein levels were calculated between baseline and complement NPSC.

NPSC conditioned media (SCCM) was collected as follows: 0.2 × 10^6^ NPSC were plated on 24-well tissue culture plates in 1 mL of DMEM + 10% FBS for 18–24 h. Then, 500 uL of media was removed per well and either 500 mL of DMEM + 10% FBS or 500 uL of NHS containing complement was added per well. After incubation for 1.5 h, all media was removed, then centrifuged at 1000× *g* for 15 min to remove cell debris.

Secreted protein levels of CCL2 were quantified in SCCM or media-only controls by ELISA assay (Invitrogen). ELISA was performed per manufacturer’s instructions. Briefly, the standards or diluted samples (1:2 dilution of SCCM) were added per well (antibody pre-coated). Next, biotinylated detector antibody was added, followed by avidin-horse radish peroxidase and then 3,3′,5,5′-tetramethylbenzidine (TMB) substrate. Manufacturer recommended washes and incubations were performed per manufacturer protocols. Stop solution was added and the plate was read at an optical density of 450 nm O.D.

### 2.6. Bioinformatic Analyses

Bioinformatic and statistical analyses of initial RNA sequencing data were performed by GENEWIZ from Azenta Life Sciences (South Plainfield, NJ, USA). Read count distributions in libraries were assessed before normalization and after normalization. Normalization of read counts were performed to adjust for factors such as sequencing yield variations between samples and were used to ascertain DEG. To identify any samples not representative of their group and to prevent issues with analyses quality, data quality assessments were conducted. To examine the similarity and difference of samples to each other and their relationship to experimental design expectations, the Euclidean distance between samples was calculated. 

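Euclidean distances between the 6 libraries were computed on log2 CPM (counts scaled by library size) of the 17512 tested genes. Between replicates of the same condition the distance ranged from 56.6 to 98.9, with a mean of 78.6 over 6 pairs. Between a baseline NPSC library and a complement NPSC library it ranged from 66.02 to 127.4, with a mean of 90.7 over 9 pairs. The ranges overlap, so some libraries of different conditions lay nearer each other than libraries of the same condition. Pearson correlations of log2 CPM were between 0.944 and 0.976 within a condition and between 0.917 and 0.972 across conditions, over genes, which are not independent replicates.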

A principal component analysis (PCA) was also conducted to further analyze sample similarity via distance matrix, and samples were projected by their first two principal components to a 2D plane to allow for visualization of the overall effect of experimental covariates and sample batch effects. 

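The first principal component of log2 CPM held 61.6% of the variance between the 6 libraries and the second held 11.7%. Along the first component the baseline NPSC libraries lay at −5.62, 34.2 and 62.6, and the complement NPSC libraries at −53.4, −59.7 and 22.03, so complement replicate 3 lay among the baseline libraries and the conditions were not separated. With 1 library left out or another setting for normalization or filtering, the share held by the first component stayed between 54.6% and 68.6%. The position on the first component followed the density of counts on olfactory receptor genes, receptors of the nasal epithelium (size of Pearson's r 0.983, exact permutation p = 0.00139; size of Spearman's rho 1.000, exact permutation p = 0.00278; 6 libraries). Without complement replicates 1 and 2, which had the highest densities, the size of r was 0.917. This density was 2.15, 1.201 and 1.18 CPM per kilobase of exon in baseline NPSC and 4.01, 4.44 and 1.51 in complement NPSC.

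**Figure D1:**
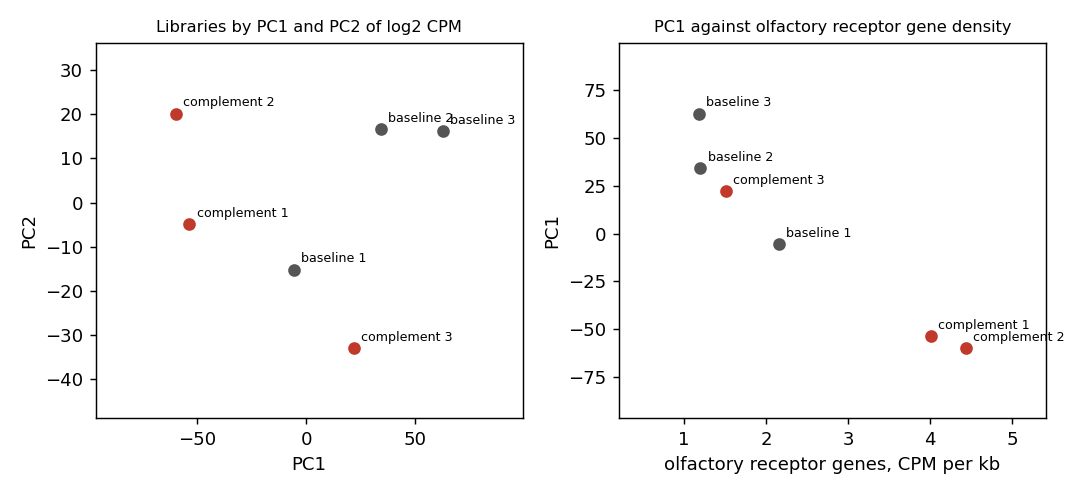
The left panel places the 6 libraries by the first and second principal component of log2 CPM, with baseline NPSC in gray and complement NPSC in red. The right panel sets the first component against the CPM per kilobase on olfactory receptor genes, and complement replicate 3, at 1.51, lies beside baseline replicates 2 and 3.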

A comparison of gene expression between NPSC at baseline (baseline NPSC) and NPSC after complement exposure (complement NPSC, comp) was performed using DESeq2 and the Wald test to generate *p*-value, adjusted *p*-value (*p*-adj, and log2 fold changes (LFC). *p*-adj was calculated by dividing the false discovery rate by q-value to control for the rate of any false positives. DEGs were identified as genes with *p*-adj < 0.05 and absolute log2FC > 1. 

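With the threshold of 1 on the size of the log2 fold change, 18 genes were DEG in the deposited counts by edgeR's quasi-likelihood test, 16 higher and 2 lower in complement NPSC. The same number passed the threshold of 0.7 used for Table 1, since every gene with an adjusted p under 0.05 had a log2 fold change beyond 1 in size. The DESeq2 Wald test gave 53 DEG beyond 1, of which 40 were higher and 13 lower.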

To identify potential co-regulated genes at baseline and after complement exposure, a bi-clustering heatmap was constructed (Figure S1A), allowing for visualization of the top 40 DEG expression profiles. A heatmap was created to visualize the relationship and co-regulated genes between the top 30 DEG using *p*-values and log2 transformed expression (Figure S1B). A volcano plot was used to visualize global transcriptional changes between baseline and complement NPSC gene expression (Figure S1C). A pathway plot was constructed to display the iPathwayGuide Impact Analysis. This analysis includes over-representation of DEG in a pathway and pathway topology (Figure S1D). A dendrogram was constructed to visualize the relationships of the various DEG between GO terms, which was used to select genes of interest (Figure S1E).

Significantly DEG were then clustered by GO, which was tested using Fisher’s exact test (GeneSCF v1.1-p2). Further data (significantly impacted pathways, biological processes, molecular interactions, miRNAs, SNPs, etc.) were analyzed using Advaita Bio iPathwayGuide (Ann Arbor, MI, USA) [18,19]. Pathway diagrams include the measured expression change for each gene as determined by log fold change (LFC) from the KEGG pathway. Total accumulation was calculated by using documented interactions between DEG and other genes, then determining propagation, the effect of changes in downstream gene expression. Each pathway diagram displays the total perturbation of DEG effects on the pathway. Perturbation is a combination of the measured LFC and total accumulation of the genes. The change of expression measurement is based on the selected KEGG pathway + total accumulation and is representative of the propagation of the total effect of changes in gene expression of upstream and downstream genes based on documented interaction already established.

### 2.7. Statistical Analyses

All values are expressed as means ± standard error of mean, one-way ANOVA, or unpaired *t*-test per row and individual variances computed for each comparison. Statistical significance between groups was set at *p* < 0.05. Statistical analyses were performed using GraphPad Prism9 software (Dotmatics, San Diego, CA, USA).

## 3. Results

### 3.1. DEG Identified by RNA Sequencing

RNA sequencing data analyses revealed 62 significant DEG between baseline and complement NPSC (Table 1). Of these DEG, the expression of 53 were significantly increased with a LFC > 0.7 (Figure S1C, red dots; Table 1, red text) and 9 were significantly decreased with a LFC < −0.7 (Figure S1C, blue dots; Table 1 blue text). 

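Sertoli cells isolated from neonatal pigs (NPSC) were kept for 90 min with added DMEM (baseline NPSC) or with added pooled human serum that held active complement (complement NPSC), on 3 plates per condition, and 1 RNA library was sequenced per plate. The authors deposited the number of reads counted on each of 25149 Ensembl pig genes in each library, without normalization, with the coordinates and summed exon length of each gene. Counts on genes came to 6796183, 7160346 and 8371923 in baseline NPSC (median 7160346) and to 3927472, 3641518 and 6403606 in complement NPSC (median 3927472). The paper gives a read depth of 20 to 30 M reads; the values here use the counts on genes, which is another measure. Every complement NPSC library had fewer counts than every baseline NPSC library. The files name no genome build, and exons on chromosome 1 reach base 315294641, past the last gene of the RefSeq pig table at hand, so all coordinates are those of the files' unnamed build. The 17512 genes kept by edgeR's filterByExpr were normalized by TMM and tested with edgeR's quasi-likelihood F-test, with Benjamini-Hochberg adjustment over these genes. The main settings and most alternatives were chosen before the data were examined. A second quantity was worked out after the data were seen: the density of counts on 48 olfactory receptor genes with 45945 bp of exon, times the exon length of a gene, is its expected background. This background came to 5.47% to 9.95% of all counts in baseline NPSC and to 6.98% to 20.5% in complement NPSC.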

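Of the 17512 genes tested, 18 had an adjusted p under 0.05 and a log2 fold change beyond 0.7 in size, and 2658 had an unadjusted p under 0.05. All 18 are genes of Table 1, and none lay outside it. Of the 62 genes of Table 1, 61 are in the deposited files, all with the sign that Table 1 gives. Their log2 fold changes differed from those of Table 1 by at most 0.030, with a median difference of 0.0059. For each of the 61 genes, all 3 complement NPSC libraries lay on the same side of all 3 baseline NPSC libraries; the smallest exact two-sided permutation p that 3 plates against 3 allow is 0.1. Over all tested genes, 2993 (17.1%) had groups that do not overlap, where chance gives 10%. Adjusted over the list alone, 61 genes of Table 1 were past the thresholds, which is not independent evidence, since the list was chosen on these libraries. Among the fits that left out 1 library, the number of DEG moved most without complement replicate 3, to 1540, and it was 327 without baseline replicate 1 and 9 without baseline replicate 2. With the DESeq2 Wald test, the test named in the paper's methods, 63 genes were DEG, 51 of them in Table 1. Table 1 itself joins genes called by GENEWIZ alone, by Advaita alone or by both. With a replicate block in the edgeR fit, which pairs libraries of the same number, 1575 genes were DEG, 61 of them in Table 1. The paper does not say whether plates of the same number belong together.

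**Figure D2:**
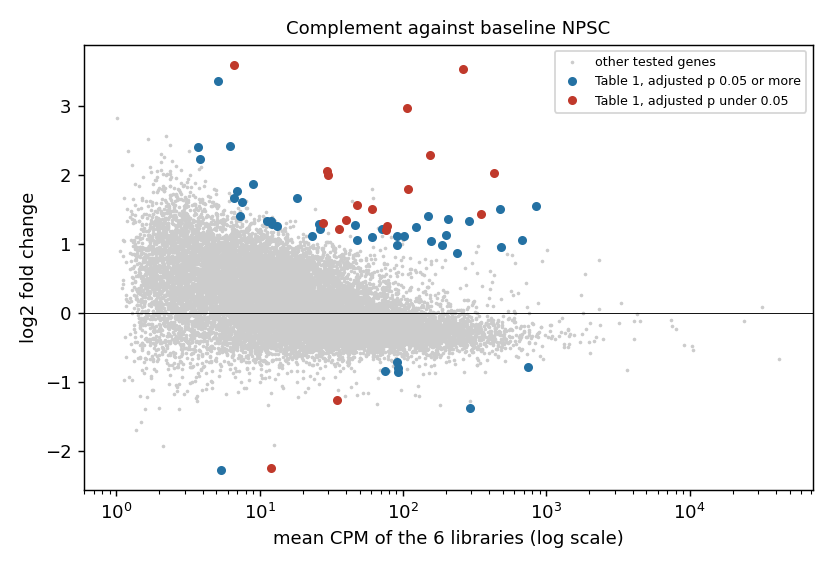
Each point is 1 of the 17512 tested genes, with its mean CPM over the 6 libraries on a log scale and its log2 fold change between complement and baseline NPSC. The 18 genes of Table 1 with an adjusted p under 0.05 are red, the other 43 are blue, and all other genes are gray.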

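Among the 18 DEG of the deposited counts, 16 were higher and 2 were lower in complement NPSC, 88.9% higher. The lower genes were CCL8 and IER5L (ENSSSCG00000005673), the latter with a log2 fold change of −1.27 (SE 0.22, adjusted p = 0.0375) by edgeR. Of the 61 genes of Table 1 in the files, 52 had higher and 9 had lower CPM in all 3 complement NPSC libraries than in any baseline NPSC library. The DESeq2 Wald test called 43 genes higher and 20 lower, and all 12 of its DEG outside Table 1 were lower. Without complement replicate 1 or 2, 0 DEG were lower, with 1234 and 956 genes at an unadjusted p under 0.05. The lower DEG rose in other fits: 57 were lower and 270 higher without baseline replicate 1, and 391 lower and 1149 higher without complement replicate 3. A replicate block in the edgeR fit gave 139 lower and 1436 higher. With upper-quartile normalization, which moved the median log2 fold change of all genes up by 0.11, 21 DEG were higher and 0 lower, and 2777 genes had an unadjusted p under 0.05.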

The gene for lysozyme (LYZ) was the most significantly decreased with −2.312 LFC (*p*-adj < 0.0001) and the gene for CCL20 was most significantly increased with 3.613 LFC (*p*-adj < 0.0001).

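CCL20 (ENSSSCG00000016254) lies on chromosome 15 from 143050315 to 143053598 in the files and had 1.00 ± 0.135 CPM (SD, n = 3) in baseline NPSC and 12.3 ± 1.67 CPM (SD, n = 3) in complement NPSC, from 6 to 8 counts per baseline library and 49 to 64 per complement library. The log2 fold change was 3.59 (SE 0.39, adjusted p = 0.000779), the highest of all 17512 genes tested with edgeR, and NR4A3 and PTGS2 had smaller adjusted p. It kept its call in each fit that left out 1 library, with log2 fold changes of 3.49 to 3.69. The background expected from exon length and olfactory receptor density was 11.4, 6.69 and 7.71 counts of CCL20 in the baseline libraries, where 8, 6 and 7 were counted, and 12.3, 12.6 and 7.52 in the complement libraries, where 64, 49 and 64 were counted. No baseline counts of CCL20 are left after subtraction, so the size of its log2 fold change is not fixed by these counts: it was 9.08 after subtraction (adjusted p = 0.0174, edgeR), an alternative chosen after seeing the data, and 2.33 with betaPrior in DESeq2. LYZ (ENSSSCG00000000492) lies on chromosome 5 from 36179190 to 36185575 and had 8.93 ± 5.21 CPM (SD, n = 3) in baseline NPSC and 1.78 ± 1.34 CPM (SD, n = 3) in complement NPSC. Its log2 fold change was −2.28 (SE 0.59, adjusted p = 0.261) in edgeR's test, the lowest of all tested genes, and it held rank 86 by p. Its expected background was 20.3, 20.8 and 12.4 counts in the complement libraries, where 12, 1 and 14 were counted, and its log2 fold change was −1.27 with betaPrior in DESeq2. After subtraction 0, 0 and 2 counts were left in the complement libraries, which is at the floor, so that setting gives no size for LYZ. Over the 6 libraries the expected background was 43.7% of the counts of LYZ and 29.4% of those of CCL20. In the DESeq2 Wald test LYZ had an adjusted p of 0.0249, and its adjusted p ranged from 1.93e-06 to 0.794 over the alternatives. Without baseline replicate 1 or complement replicate 3, edgeR called LYZ (adjusted p = 0.0447 and 0.0465). CCL8 (ENSSSCG00000017721), on chromosome 12 from 42456842 to 42458852, had the lowest log2 fold change among the genes past the thresholds, −2.25 (SE 0.39, adjusted p = 0.0436) in edgeR's test, with 19.8 ± 7.12 CPM (SD, n = 3) in baseline NPSC and 4.24 ± 1.91 CPM (SD, n = 3) in complement NPSC. CCL8 was no longer called without complement replicate 1 or 2 (adjusted p = 0.136 and 0.0885, edgeR), and over the alternatives its adjusted p ranged from 2.78e-12 to 0.164.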

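The genes CCL20, PTGS2, KERA, LYZ, EGR1, C6, NFKBIA, NFKB1, SUSD4, TNFAIP3, CXCL8 and CCL2 were all counted in the deposited files, and their 3 complement NPSC libraries lay on the same side of all 3 baseline NPSC libraries for all 12. By edgeR's test adjusted over all tested genes, 3 of the 12 were past the thresholds of Table 1: CCL20, PTGS2 and EGR1. Adjusted over the list alone, all 12 were past them, which is not independent evidence, because these genes were picked on the same libraries. The number past the thresholds was 9 with the DESeq2 Wald test and 1 with a filter of at least 10 counts in every library, which removed CCL20, KERA and LYZ from the test and left EGR1 at an adjusted p of 0.0502 (edgeR). It was 8 without baseline replicate 1, 9 without complement replicate 3 and 12 with a replicate block in the edgeR fit.

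**Figure D3:**
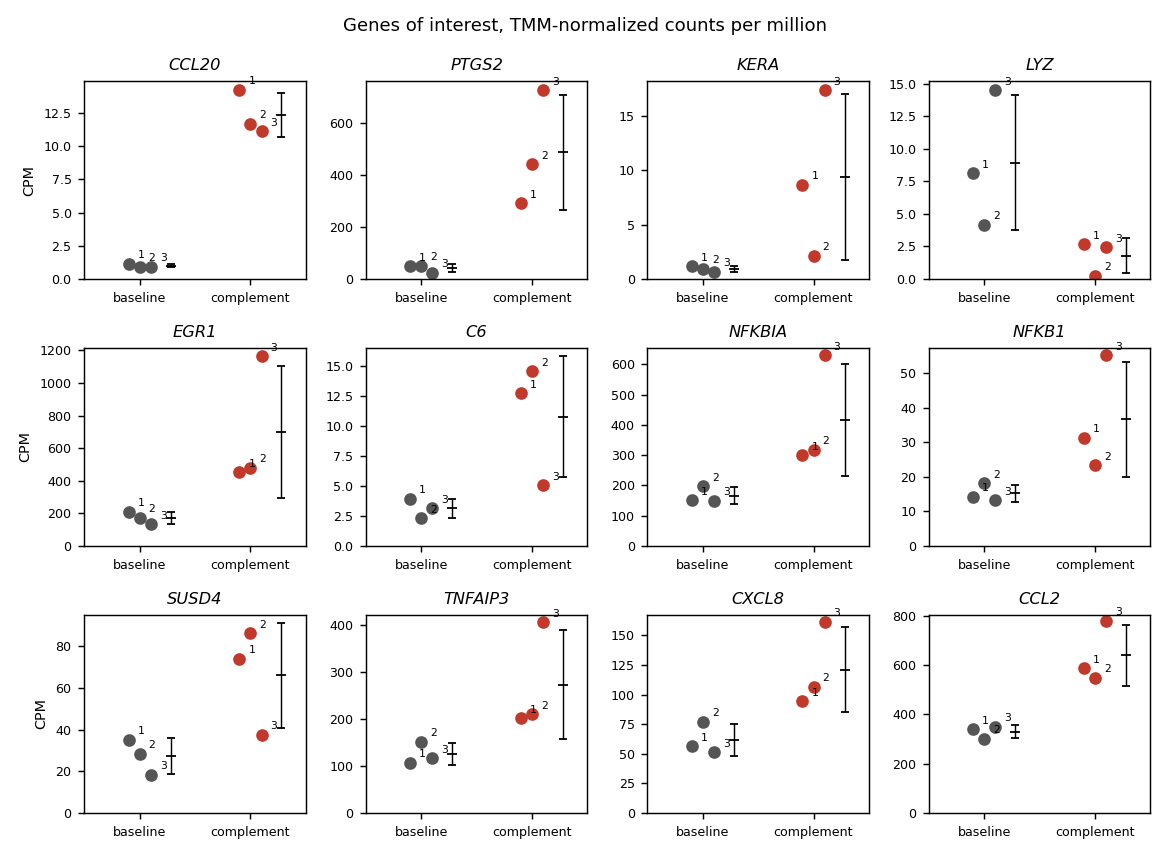
TMM-normalized CPM of the 12 genes of interest in each library, baseline NPSC in gray and complement NPSC in red, with replicate numbers beside the points and the mean and SD (n = 3) beside each group. No complement NPSC point overlaps the baseline NPSC points for any of the 12 genes, and complement replicate 3 lies above the other complement replicates for PTGS2, KERA, EGR1, NFKBIA, NFKB1, TNFAIP3, CXCL8 and CCL2 and below both for CCL20, C6 and SUSD4.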

From these 62 significant DEG, we selected 12 genes of interest (GOI) to analyze further (Figure 1). GOI were chosen based on complement-association, LFC, and involvement in the top five affected pathways. GOI chosen due to complement association were *C6* (cascade component) and *SUSD4* (inhibitor). 

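C6 (ENSSSCG00000016861) lies on chromosome 16 from 27210756 to 27269057 in the files and had 3.13 ± 0.796 CPM (SD, n = 3) in baseline NPSC and 10.8 ± 5.04 CPM (SD, n = 3) in complement NPSC. The log2 fold change was 1.76 (SE 0.43, adjusted p = 0.235) in edgeR's quasi-likelihood test. The expected background accounts for 90.3% of the counts of C6, and after it was subtracted the gene no longer passed the expression filter. With olfactory receptor density as a covariate, an alternative chosen after seeing the data, the log2 fold change of C6 was 0.74 (adjusted p = 0.866, edgeR). SUSD4 (ENSSSCG00000011176), on chromosome 10 from 78768771 to 78823346, had 27.3 ± 8.45 CPM (SD, n = 3) in baseline NPSC and 66.0 ± 25.4 CPM (SD, n = 3) in complement NPSC, with a log2 fold change of 1.27 (SE 0.29, adjusted p = 0.191) in the same test. Background accounts for 6.65% of its counts, and its log2 fold change was 0.45 with the covariate (adjusted p = 0.852, edgeR). For both genes the highest CPM were in complement replicates 1 and 2, at 12.7 and 14.6 for C6 and 74.1 and 86.4 for SUSD4, against 5.04 and 37.5 in complement replicate 3. The DESeq2 Wald test gave an adjusted p of 0.0491 for C6 and of 0.0384 for SUSD4. Over the alternatives the adjusted p ranged from 0.000111 to 0.866 and from 2.31e-10 to 0.852, respectively. Without baseline replicate 1 or complement replicate 3, edgeR called both genes, with an adjusted p of 0.0447 and 0.0382 for C6 and of 0.0173 and 0.0382 for SUSD4.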

GOI chosen by LFC were *KERA* (third highest, +3.371) and *LYZ* (lowest, −2.312) (Figure 1A). 

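KERA (ENSSSCG00000000917) lies on chromosome 5 from 96275119 to 96280110 in the files, with 0.916 ± 0.251 CPM (SD, n = 3) in baseline NPSC and 9.40 ± 7.64 CPM (SD, n = 3) in complement NPSC. Its log2 fold change held rank 3 from the highest, at 3.36 (SE 0.63, adjusted p = 0.0683) in edgeR's test. Complement replicate 2 had 2.15 CPM and complement replicate 3 had 17.4, so the spread within complement NPSC was nearly as large as the mean. The expected background was 47.5% of its counts over the 6 libraries, and in all 3 baseline libraries and complement replicate 2 it was above the counts of KERA. The DESeq2 Wald test gave KERA an adjusted p of 0.000282. In edgeR's test KERA was called without baseline replicate 1 or 3 or without complement replicate 2 or 3, with an adjusted p of 0.0177, 0.0433, 0.00708 and 0.0393, and over all alternatives its adjusted p ranged from 1.95e-09 to 0.264. LYZ held the lowest rank of all genes tested, with 12, 1 and 14 counts in the complement NPSC libraries.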

GOI chosen by pathway involvement were *NFKB1* (five pathways), *CCL2* (four pathways), *NFKBIA* (three pathways), *CXCL8* (three pathways), and *TNFAIP3* (three pathways). 

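The genes NFKB1 (ENSSSCG00000030957), CCL2 (ENSSSCG00000017723), NFKBIA (ENSSSCG00000001952), CXCL8 (ENSSSCG00000008953) and TNFAIP3 (ENSSSCG00000004154) were higher in all 3 complement NPSC libraries than in any baseline NPSC library. NFKBIA, on chromosome 7 from 69417309 to 69420851, had 166 ± 27.8 CPM (SD, n = 3) in baseline NPSC and 416 ± 185 CPM (SD, n = 3) in complement NPSC and the largest log2 fold change of these genes, 1.33 (SE 0.30, adjusted p = 0.176) in edgeR's test. NFKB1, on chromosome 8 from 127365660 to 127664001, had 15.2 ± 2.55 CPM (SD, n = 3) in baseline NPSC and 36.7 ± 16.6 CPM (SD, n = 3) in complement NPSC and a log2 fold change of 1.28 (SE 0.29, adjusted p = 0.177) by edgeR. For TNFAIP3, on chromosome 1 from 29825730 to 29841626, the values were 125 ± 23.3 CPM (SD, n = 3) in baseline NPSC and 272 ± 116 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 1.12 (SE 0.28, adjusted p = 0.261), again with edgeR. CXCL8, on chromosome 8 from 74083530 to 74086750, had 61.6 ± 13.8 CPM (SD, n = 3) in baseline NPSC and 121 ± 35.9 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 0.98 (SE 0.24, adjusted p = 0.245) with edgeR. CCL2, on chromosome 12 from 42514168 to 42516128, had 330.4 ± 25.6 CPM (SD, n = 3) in baseline NPSC and 639 ± 124 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 0.95 (SE 0.26, adjusted p = 0.261) with edgeR. All 5 lay short of an adjusted p of 0.05 in this test. The DESeq2 Wald test called NFKBIA (adjusted p = 0.00608) and CCL2 (adjusted p = 0.0167) but not NFKB1 (0.0545), TNFAIP3 (0.0525) or CXCL8 (0.105). With olfactory receptor density as a covariate, chosen after seeing the data, edgeR called all 5, with an adjusted p between 0.00104 and 0.0150. Their expected background lay between 0.364% (CCL2) and 6.66% (NFKB1) of the counts. The largest value of each gene was in complement replicate 3, without which the log2 fold changes of TNFAIP3 and CXCL8 were 0.69 and 0.68, under the threshold. That fit called NFKBIA and CCL2 (adjusted p = 0.0382 and 0.0385, edgeR), and NFKB1 was called without baseline replicate 1 (adjusted p = 0.0393). Over all alternatives the adjusted p of these genes ranged from 2.21e-06 to 0.573 for NFKBIA, 5.28e-08 to 0.361 for NFKB1, 2.36e-05 to 0.643 for TNFAIP3, 1.37e-05 to 0.657 for CXCL8 and 0.000141 to 0.657 for CCL2.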

GOI chosen by LFC and pathway involvement were *CCL20* (highest LFC, +3.613, five pathways), *PTGS2* (second highest LFC, +3.529, three pathways), *EGR1* (in top 10 of LFC, +2.018, one pathway).

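PTGS2 (ENSSSCG00000015579) lies on chromosome 9 from 140251518 to 140260362 in the files and had 42.1 ± 15.0 CPM (SD, n = 3) in baseline NPSC and 486 ± 220.5 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 3.53 (SE 0.37, adjusted p = 0.000677) from edgeR's test, second from the highest. It stayed past the thresholds with each library left out, at log2 fold changes of 3.10 to 3.80. EGR1 (ENSSSCG00000014336), on chromosome 2 from 146156065 to 146160020, had 172 ± 37.7 CPM (SD, n = 3) in baseline NPSC and 698 ± 403 CPM (SD, n = 3) in complement NPSC. Its log2 fold change of 2.02 (SE 0.36, adjusted p = 0.0454) by edgeR was rank 10 from the highest among the genes of Table 1 and rank 30 among all tested genes. Without baseline replicate 2 or 3, EGR1 was no longer past the threshold (adjusted p = 0.302 and 0.156, edgeR), with log2 fold changes of 2.01 and 1.86. It was also lost with DESeq2's size factors, without the 20 genes with the most counts, with at least 10 counts in every library and with the block in DESeq2. EGR1 was past the thresholds in 12 of 18 settings, the main one included. Over all alternatives its adjusted p ranged from 8.02e-12 to 0.302.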

### 3.2. Gene Expression Analysis

qPCR was used to validate RNA sequencing results and to quantify RNA expression by GOI. Of the 12 GOI, the expression of 8 were significantly increased (*CCL2*, *CCL20*, *CXCL8*, *EGR1*, *NFKB1*, *NFLBIA*, *PTGS2*, *TNFAIP3*) and expression of 1 was significantly decreased (*LYZ*) (Figure 1B, Tables S2 and S3). Overall, qPCR analyses identified nine total GOI with statistically significant changes in expression after NPSC exposure to the human complement.

### 3.3. Protein Expression Analysis of A20 (TNFAIP3) and CCL2

A20, the protein encoded by the gene *TNFAIP3*, has recently been identified as an important factor in the development of graft accommodation [22]. Since *TNFAIP3* (A20 protein) is a DEG and is involved in many of the top-affected pathways, we confirmed the expression of this marker by Western blot for the first time in SC. The relative expression of A20 in baseline NPSC was 0.63 ± 0.04 relative protein expression, which was significantly elevated (*p* = 0.04) in complement NPSC at 1.00 ± 0.12 relative protein levels (Figure 1C).

CCL2 is an immune cytokine that has both anti-inflammatory and inflammatory functions. CCL2 is associated with immune tolerance and recruitment of suppressive immune cells such as myeloid derived suppressor cells (MDSC) and regulatory T cells (Tregs) in cancer [23,24,25]; these cells are also implicated in graft survival [26]. CCL2 has also been shown to have proinflammatory effects, so the regulation of this cytokine is important in transplantation [24]. 

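By log2 fold change CCL2 ranked 51 from the highest among the 61 genes of Table 1 in the files, and by the p of edgeR's test it ranked 136 among all 17512 genes tested.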

Since CCL2 was one of the top DEG and has not yet been established as being produced by pig SC, secretion of CCL2 by baseline NPSC was confirmed and quantified by ELISA assay. NPSC conditioned media contained significantly (*p* = 0.0003) elevated levels of CCL2 at 10.416 ± 0.56 ng/mL (Figure 1D).

### 3.4. GO and Pathway Analyses

Total GO consists of 40 cellular processes affected by complement exposure including chemotaxis, metabolic processes, proliferation, growth factor stimulus, migration, angiogenesis, regulation of immune responses (CD40, IL-1, IL-8, monocytes, etc.), and survival (Figure 2). Over 60 pathways were significantly affected by DEG resulting from complement exposure (Figure S1D,E). Twenty-nine DEG are immune-related genes (Table 2). Many of these pathways have various DEG in common (Figure S1E, Table 3). Most affected pathways are involved in immune regulation, inflammation, cytokine signaling, survival, and proliferation pathways.

### 3.5. Functional Pathway Analyses of Immune-Related Genes

We compiled a list of immune-related genes using the Immunome Knowledge Database [20] and InnateDB [21] online databases to focus on pathways related to immune response (Table 3). These are publicly available databases that contain over 850 genes and proteins and include over 18,000 interactions involved in immune processes and pathways as determined by GO and experimental analyses [21,28]. 

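The 29 genes of Table 1 related to the immune response were all tested in the deposited counts, and the groups of all 29 do not overlap. In complement NPSC 27 were higher and 2, LYZ and CCL8, were lower, with log2 fold changes from −2.28 to 3.59 and a median of 1.36. By edgeR's test adjusted over all tested genes, 11 were past the thresholds: CCL20, PTGS2, NR4A3, BTG2, EGR3, EGR1, SELE, CXCL2, MSC, MAP3K8 and CCL8. The smallest adjusted p of all tested genes was that of NR4A3 (ENSSSCG00000005385), which lies on chromosome 1 from 269817145 to 269852707 and had 24.0 ± 2.63 CPM (SD, n = 3) in baseline NPSC and 188 ± 58.4 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 2.97 (SE 0.25, adjusted p = 7.27e-05) from edgeR. Adjusted over the list alone, 29 were past the thresholds, which is not independent evidence. The count was 24 with the DESeq2 Wald test and 7 without baseline replicate 2, 20 without baseline replicate 1 and 25 without complement replicate 3. With a replicate block in the edgeR fit it was 29.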

Of the 62 identified DEG, 29 were identified as immune-related genes: *CCL20*, *PTGS2*, *NR4A3*, *BTG2*, *EGR3*, *EGR1*, *SELE*, *CXCL2*, *C6*, *BDKRB1*, *CSF3*, *MSC*, *ATG10*, *IER3*, *NFKBIZ*, *MAP3K8*, *NFKBIA*, *NFKB1*, *SUSD4*, *VCAM1*, *TNFAIP3*, *LIF*, *F3*, *NFATC2*, *CXCL8*, *CCL2*, *DUSP1*, *CCL8*, *LYZ* (Table 1, bolded text; Table 3).

Functional pathways analyses with GENEWIZ and Advaita iPathwayGuide were performed on the 62 DEG, and common functional pathways were ranked by statistical significance as determined by number of DEG and *p*-adj value (Table 3). Functional pathways identified were TNF signaling, AGE-RAGE signaling in diabetes, IL-17 signaling, NF-κB signaling, chemokine signaling, NOD-like receptor signaling, MAPK signaling, TLR signaling, T cell receptor signaling, complement and coagulation cascades, B cell receptor signaling, RIG-I-like receptor signaling, cytokine-cytokine receptor interaction, Th17 activation, and Th1 and Th2 activation (Table 3). Furthermore, fluid shear stress and atherosclerosis, C-type receptor signaling, osteoclast differentiation, VEGF signaling, cellular senescence, relaxin signaling, oxytocin signaling, seratonergic synapse, neurotrophin signaling, and parathyroid hormone synthesis/secretion/action pathways were also found (Table 3).

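Table 3 prints 24 different gene names in 26 pathways, of which 23 were matched to the deposited files. The entry MAP3KIB was not matched, and it may stand for MAP3K8, which the paper does not state. The groups of all 23 do not overlap, and 10 were past the thresholds of Table 1 by edgeR's test. As matched, at least 1 of these 10 genes stands in 17 of the 26 pathways, and none in the other 9. If MAP3KIB stands for MAP3K8, which was past the thresholds, TLR signaling would also hold such a gene. In TNF signaling 5 of 10 genes were past the thresholds (CCL20, PTGS2, SELE, JUNB and MAP3K8), in AGE-RAGE signaling 3 of 8 and in IL-17 signaling 2 of 7. No matched gene past them stands in NOD-like receptor, TLR (3 of 4 entries matched), B cell receptor or RIG-I-like receptor signaling, in cellular senescence, neurotrophin signaling, Th17 or Th1 and Th2 differentiation, or in the complement and coagulation cascades; of the genes Table 3 gives there, all that were matched had an unadjusted p under 0.05. No enrichment was tested, since the members of the pathways were not at hand. With the DESeq2 Wald test 17 of the 23 genes were past the thresholds, without baseline replicate 2 or 3 the count was 3 and 5, and without complement replicate 3 it was 18. With a replicate block in the edgeR fit it was 23.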

Further ontological analyses of RNA sequencing data identified over 100 total pathways and 26 functional pathways affected in NPSC by xenogeneic complement. Functional pathway analyses revealed that the top affected pathways are related to immune regulation and survival, which were categorized into three biological clusters and will be discussed further: innate immune signaling (Figure S2A), cytokine interactions (Figure S2B), and T cell regulation (Figure S2C).

#### 3.5.1. Innate Immune Signaling Pathways

Five different innate immune signaling pathways were identified in functional pathway analyses: the complement and coagulation cascade, C-type lectin receptor (CLR) signaling, nucleotide oligomerization domain (NOD)-like receptor (NLR) signaling, toll-like receptor (TLR) signaling, and retinoic acid-inducible gene I (RIG-I)-like receptor (RLR) signaling (Figure S2A). Since NPSC were exposed to the complement, it is not unexpected to see that some complement and coagulation genes are significant DEG (Figure S3A). This cascade contains four DEG (*C6*, *SUSD4*, *SERPINB2*, *F3*) and two GOI (*C6*, *SUSD4*) (Figure S3A). These genes may be affecting the complement and coagulation cascade through inhibition of complement activation on NPSC, production of terminal complement components, and facilitating coagulation (Figure S3A).

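None of the 4 genes C6, SUSD4, SERPINB2 and F3 was past the thresholds by edgeR's test over all tested genes, and all 4 had an unadjusted p under 0.05 and higher values in every complement NPSC library than in any baseline NPSC library. SERPINB2 (ENSSSCG00000004890), on chromosome 1 from 175502733 to 175517283 in the files, had 38.9 ± 15.7 CPM (SD, n = 3) in baseline NPSC and 82.9 ± 15.8 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 1.09 (SE 0.26, adjusted p = 0.205) by edgeR. F3 (ENSSSCG00000022447), on chromosome 4 from 134474325 to 134479725, had 437 ± 77.9 CPM (SD, n = 3) in baseline NPSC and 910.3 ± 261 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 1.06 (SE 0.30, adjusted p = 0.261) by the same test of edgeR. Background accounts for 7.03% of the counts of SERPINB2 and 0.543% of those of F3. In the DESeq2 Wald test the adjusted p was 0.0833 for SERPINB2 and 0.0225 for F3, and over all alternatives it ranged from 1.36e-08 to 0.573 and from 0.00172 to 0.679. Without complement replicate 3, edgeR called F3 (adjusted p = 0.0444).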

Complement components can also act as molecular sensors that interact with various pattern recognition receptors (PRR) to initiate signaling cascades important in immune cell activation or apoptosis [29]. As follows, the other four affected innate immune signaling pathways are different PRR: CLR (Figure S3B), NLR (Figure S3C), RLR (Figure S3D), and TLR (Figure S3E). CLR are transmembrane receptors that are activated by pathogen-associated carbohydrates to induce phagocytoses of the pathogen and subsequent antigen presentation, making them mainly associated with APC [30,31]. NLR are intracellular PRR that detect pathogen-related factors phagocytosed into the cell to initiate inflammation and/or apoptosis [30,32]. RLR are activated by interaction with intracellular RNA viruses and lead to the production of antiviral factors and interferons [30]. TLR have intracellular and ectodomains that are activated by various microbial factors and initiate a cascade that leads to production of proinflammatory factors such as TNF (to be discussed later) [30,32]. These pathways have three DEG/GOI in common: *CXCL8*, *NFKB1*, and *NFKBIA*, along with the GOI *CCL2* (NLR), *PTGS2* (CLR), and *TNFAIP3* (NLR).

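Of CXCL8, NFKB1, NFKBIA, CCL2, PTGS2 and TNFAIP3, 1 gene, PTGS2, was past the thresholds by edgeR's test. The DESeq2 Wald test also called NFKBIA and CCL2, but not CXCL8, NFKB1 or TNFAIP3. All 6 were higher in every complement NPSC library than in any baseline NPSC library, with a median log2 fold change of 1.20.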

While these PRR are triggered by different types of PAMP, their downstream signaling effects are similar [33]. When bound to their respective trigger, PRR induce the production of inflammatory mediators and aid in activation of leukocytes, particularly innate immune cells such as macrophages and dendritic cells (antigen presenting cells, APC) [33,34]. PRR signaling specifically initiates the response against foreign material such as transplanted cells, and with APC responding against transplanted cells, they can activate T cells to mount an adaptive immune response against the graft. The CLR, NLR, RLR, and TLR pathways are projected to have decreased production of pro-inflammatory factors with increases in survival and regulatory factors such as ERG3, PTGS2, and IL8 (Figure S3B–E).

#### 3.5.2. Cytokine Signaling

Five different pathways involved in cytokine signaling were identified in functional pathway analyses: chemokine signaling, IL-17 signaling, cytokine-cytokine receptor interactions, NF-κB signaling, and tumor necrosis factor (TNF) signaling (Figure S2B). Common DEG/GOI between these pathways are *CCL2*, *CCL20*, *CXCL8*, *NFKB1*, *NFKBIA*, *PTGS2*, *TNFAIP3*, and *VCAM1*. 

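Among these 8 genes CCL20 and PTGS2 were past the thresholds by edgeR's test, and the groups of all 8 do not overlap. The DESeq2 Wald test also called NFKBIA, CCL2 and VCAM1, but not CXCL8, NFKB1 or TNFAIP3. VCAM1 (ENSSSCG00000006862) lies on chromosome 4 from 129040262 to 129054592 in the files and had 72.9 ± 12.7 CPM (SD, n = 3) in baseline NPSC and 173 ± 59.7 CPM (SD, n = 3) in complement NPSC. The log2 fold change of VCAM1 was 1.25 (SE 0.26, adjusted p = 0.119) by edgeR, and the DESeq2 Wald test gave an adjusted p of 0.00851. It was called by edgeR without baseline replicate 1, complement replicate 2 or complement replicate 3 (adjusted p = 0.0244, 0.0199 and 0.0385), and its adjusted p ranged from 4.54e-08 to 0.588 over all alternatives.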

Cytokine signaling pathways are among the pathways that contain the most DEG after NPSC exposure to complement. As cytokines are critical in both shaping and executing immune responses, regulating these pathways may be a mechanism NPSC utilize in survival.

Chemokine signaling pathways are important in the migration of immune cells during immune response, and when chemokine signaling is blocked in transplantation models through small molecule targeting of receptors, survival is increased (Figure S4A) [35,36]. IL-17 is a cytokine that modulates immune activity by activating T cells and neutrophils, and can also induce the NF-κB pathway, lead to expression of inflammatory cytokines and antimicrobial molecules, and aid in leukocyte mobilization (Figure S4B) [37]. IL-17 has been closely linked with the inflammatory effector T cell subtype Th17, which is known to produce inflammatory cytokines and to recruit and activate leukocytes (particularly neutrophils) [38]. Cytokines activate immune cells, initiate the expansion and proliferation of immune cells, and cause cell death of target cells, and these functions are initiated by cytokine–cytokine receptor interactions (Figure S4C) [39]. NF-κB signaling is an integral part of inflammatory immune responses by regulation of effector immune cell survival and activation (Figure S4D) [40]. TNF signaling regulates inflammation and induces caspase-mediated cell death (Figure S4E) [41,42,43]. TNF is considered a proinflammatory cytokine important in effector immune response and is associated with rejecting grafts [44].

#### 3.5.3. T Cell Regulation

Four pathways affected by complement exposure are related to T cell regulation: mitogen-activated protein kinase (MAPK) signaling, T cell receptor (TCR) signaling, Th1/Th2 cell activation, and Th17 activation (Figure S2C). These pathways have four DEG between them including *MAP3K8*, *NFATC2*, *NFKB1*, and *NFKBIA*. 

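MAP3K8 (ENSSSCG00000020705), on chromosome 10 from 45065121 to 45177941 in the files, was the only gene of these 4 past the thresholds by edgeR's test. It had 22.8 ± 2.82 CPM (SD, n = 3) in baseline NPSC and 57.8 ± 14.5 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 1.34 (SE 0.22, adjusted p = 0.0306) with edgeR. NFATC2 (ENSSSCG00000007477), on chromosome 17 from 59183330 to 59332006, had 104 ± 15.2 CPM (SD, n = 3) in baseline NPSC and 213 ± 85.1 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 1.04 (SE 0.27, adjusted p = 0.261) with edgeR. Expected background was 21.7% of the counts of MAP3K8 and 10.6% of those of NFATC2. NFATC2 was not called by the DESeq2 Wald test either (adjusted p = 0.0942), but it was called by edgeR without complement replicate 3 (adjusted p = 0.0473). MAP3K8 was not called without baseline replicate 2 or complement replicate 1 (adjusted p = 0.264 and 0.0932). Over all alternatives the adjusted p ranged from 7.54e-05 to 0.712 for NFATC2 and from 1.04e-11 to 0.264 for MAP3K8.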

T cells are central to adaptive immunity; thus, the regulation of the activation of these cells would be critical in survival of chronic complement exposure and graft rejection. Perturbation analyses of these pathways predicts that NPSC may influence induction and recruitment of T cell subtypes to increase infiltrate of Tregs and to decrease infiltrate of effector T cells (Th1, Th17, and cytotoxic T cells), which are heavily implicated in graft rejection.

MAPK signaling plays a role in T cell selection, activation, and expansion (Figure S5A) [45]. T cell activation starts with engagement of the TCR on the T cell to the major histocompatibility complex (MHC) on an antigen-presenting cell. The TCR initiates a signaling cascade that promotes survival, activation, expansion, and cytokine production, all which ensure an effective adaptive immune response (Figure S5B). T cell activation pathways were also affected. Th1 cells are mediators of proinflammatory immune responses, while Th2 cells are anti-inflammatory and associated with wound healing, thus skewing the Th1/Th2 cell infiltrate ratio toward a stronger Th2 response that would aid in graft survival (Figure S5C). In transplantation, Th2 cells and Th2-related cytokines are associated with surviving graft outcomes and even continue to promote extended survival [46,47,48]. As discussed previously, Th17 cells are also inflammatory cells usually observed at mucosal surfaces, and have been associated with tissue destruction in graft rejection (Figure S5D) [49,50].

## 4. Discussion

Xenotransplantation is now being performed in the clinic, so creating a protective environment to increase the viability of porcine xenotissue is of the utmost importance for patients awaiting transplants. SC are an integral part of creating a similar environment within the testis. To understand how SC modulate the complement system in immune protection, we collected total RNA from NPSC after a 90 min exposure to activated human complement (NHS) and baseline NPSC for RNA sequencing, which identified 62 DEG. qPCR was conducted to validate RNA sequencing results on the top 12 GOI as determined by LFC and association with the top affected pathways from GO analyses. For the first time, we have shown that SC express A20 and secrete CCL2.

The development of graft tolerance is a topic of much interest in the transplantation field. Tolerance is thought to result from factors that promote anti-inflammatory and immune suppressive responses, and indeed many DEG from NPSC complement exposure are associated with immune suppression and accommodation: *CCL2*, *CCL20*, *PTGS2* (COX2), *CXCL8* (IL-8), *NFKBIA* (IκBα), *TNFAIP3* (A20), and *VCAM1*. 

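The genes CCL2, CCL20, PTGS2, CXCL8, NFKBIA, TNFAIP3 and VCAM1 all had higher CPM in every complement NPSC library than in any baseline NPSC library, with a median log2 fold change of 1.25. CCL20 and PTGS2 were past the thresholds over all tested genes by edgeR's test. The DESeq2 Wald test also called CCL2, NFKBIA and VCAM1, but not CXCL8 or TNFAIP3.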

CCL2 has been shown to activate Tregs, which are associated with surviving grafts [25,26]. CCL20 is a Treg recruiting cytokine that plays roles in both immunological tolerance and autoimmune inflammation [24]. COX2 mediates the trafficking of Tregs into inflammatory environments and in prostaglandin synthesis for membrane repair [51]. IL-8 is an anti-inflammatory cytokine that can produce an immune suppressive environment [52]. Tregs, macrophages, and dendritic cells produce IL-8 to attract neutrophils and myeloid derived suppressor cells (MDSC), which are associated with an immune-suppressive environment, particularly in tumors [53,54,55,56]. IκB prevents NF-κB translocation into the nucleus, inhibiting its ability to transcribe proinflammatory genes [40]. A20 has recently been established as a transplant accommodation marker, even to the point of prolonging islet transplant survival [22]. VCAM-1 is an adhesion molecule that interacts with ICAM-1 on lymphocytes to increase adhesion, delay migration, and decreases activation of effector T cells to lower inflammation [57].

Increased expression of these factors could be an important mechanism in graft protection and are worthy of future study. For this study, we exposed NPSC to complement for 1.5 h, as this was the standard amount of time for NPSC exposure to human complement in our past studies [10,11]. The 62 DEG that were identified are important in defining the initial response to complement. However, it would be interesting to analyze gene expression changes that have had a longer complement exposure (12–24 h). This may reveal additional significant pathways affected by complement, and is the focus of future studies.

Keeping a broad view in mind, analyses of functional pathways within the three biological clusters (innate immune signaling, cytokine signaling, and T cell regulation) revealed a similar pattern of effects that may explain how SC create and maintain an immune protective environment. The DEG involved in the complement and coagulation cascade, CLR, NLR, RLR, and TLR are projected to inhibit apoptosis, decrease inflammation, restrict effector immune cell activation, recruit suppressive immune cells, and repair cell membrane damage within NPSC. The cytokine signaling pathways have many DEG in common, and Advaita pathway analyses project a decrease in caspase activation, reduced expression of inflammatory mediators, and inhibition of Th1 and Th17 cell function [22,58]. Complement, PRR, and cytokine signaling are important in initial pathogen recognition and response, which feed into the eventual activation of APC and T cells [54,59]. Complement-influenced DEG in SC are projected to affect T cell regulation that may aid in recruiting and generating Tregs and anti-inflammatory Th2 cells, inhibiting induction of inflammatory T cells such as Th1/Th17 and cytotoxic T cells (CTL), and establishing an immune-suppressed environment conducive for graft survival. Indeed, in the SC graft environment, we observe increased cell survival, increased infiltrate of Tregs, decreased infiltrate of effector T cells and macrophages, elevated anti-inflammatory cytokines (e.g., IL-10, thrombospondin 1, and galectin-1), and reduced pro-inflammatory cytokines such as tumor necrosis factor alpha (TNFα) and interferon gamma (IFNγ) [26,60,61,62].

Considering these DEG and functional pathway analyses, we present a potential SC-complement immune regulatory index (Figure 3). The xenogeneic complement-rich environment influences signaling events that lead to increased expression of *SUSD4*, which would inhibit deleterious complement action; increased expression of genes (i.e., *CCL20*, *CCL2*, *CXCL8*) important in recruiting immune suppressive leukocytes such as Tregs and MDSC; increased expression of other genes (*TNFAIP3*, *NFKBIA*, *NFKBIZ*) that inhibit production of pro-inflammatory cytokines. Elevated levels of *COX2* leads to increased production of the immune suppressive molecule prostaglandin E2 (PGE2) [63] (Figure 3). The range of immune regulation includes complement inhibition, MDSC recruitment, Treg recruitment and activation, M2 macrophage polarization, regulation of B cell responses, inhibition of dendritic cell (DC) and natural killer (NK) cell proinflammatory responses, and inhibition of Th1/Th17 cell and CTL anti-graft action (Figure 3). Altogether, we propose that these effects contribute to graft protection from detrimental immune responses. Future studies should investigate NPSC protein expression changes after longer exposure (12+ h) to NHS. Additionally, functional and mechanistic studies should be conducted in the future to confirm these findings.

## 5. Conclusions

The 62 DEG identified from xenogeneic complement exposure affect immune- and survival-related pathways that have never before been identified as related to the complement system. The pattern of expression for complement components, cytokines, and immunoregulatory markers support the hypothesis that SC generate and maintain an immune modulatory environment conducive to graft survival. SC accomplish this by regulating immune responses in three primary functional means: complement control, expression of immune suppressive cytokines, and activation of immune suppressive T cells and other leukocytes (Figure 3). Each of these functional areas are associated with the establishment of graft tolerance and accommodation. Indeed, SC may be able to affect which leukocytes infiltrate the graft—particularly T cells—to create a tolerogenic environment. The large data sets obtained from this study and these initial analyses of gene expression have great potential to generate future experiments further exploring immune regulation, cell survival, and other factors. The main impact of this study is that we, for the first time, identified potential immunoregulatory pathways affected by complement exposure that may be important in achieving transplant accommodation (Figure 3).

## Figures and Tables

**Figure 1:**
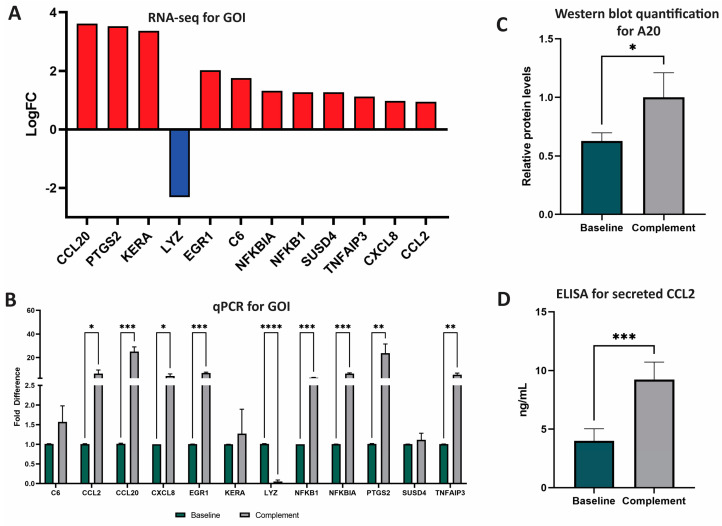
RNA and protein analyses of GOI after NPSC exposure to NHS. (**A**) Twelve genes of interest (GOI) were identified and selected based on LFC and number of pathways impacted. Advaita and GENEWIZ were used to identify DEG and GOI. DEG were determined with LFC ≥ 1 and *p*-adj ≤ 0.05. GOI include *CCL20*, *PTGS2*, *KERA*, *LYZ*, *EGR1*, *C6*, *NFKBIA*, *NFKB1*, *SUSD4*, *TNFAIP3*, *CXCL8*, and *CCL2.* (**B**) qPCR analyses of the top 12 DEG between baseline NPSC (black) and complement NPSC (white) identified nine GOI with significantly different expression after complement exposure: *CCL2*, *CCL20*, *CXCL8*, *EGR1*, *LYZ*, *NFKB1*, *NFKBIA*, *PTGS2*, and *TNFAIP3*. (**C**) Relative protein levels of A20 as quantified from western blot determined that baseline NPSC express A20 at 0.63 ± 0.04, while complement NPSC express A20 at 1.00 ± 0.12. (**D**) ELISA analysis was used to quantify protein expression and secretion of CCL2 by baseline NPSC (4.00 ± 0.52 ng/mL green bar) and complement NPSC (9.23 ± 0.61). Statistical significance was calculated by unpaired *t*-test. * *p* < 0.05. ** *p* < 0.01. *** *p*< 0.001. **** *p* < 0.0001.

**Figure 2:**
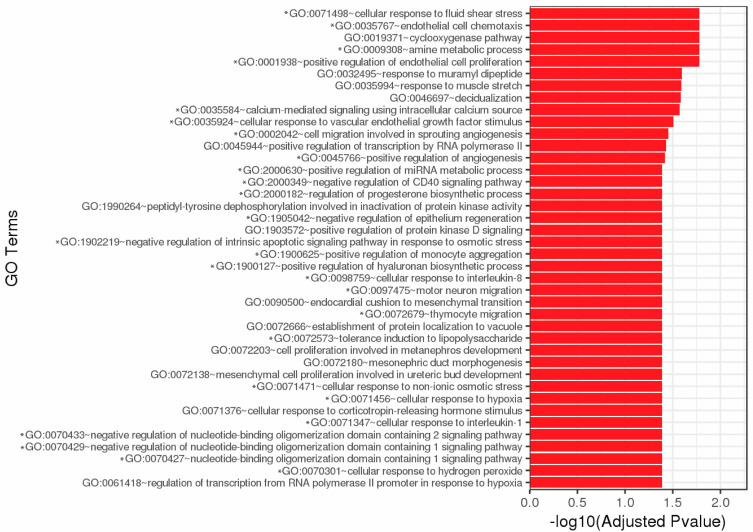
Top 40 GO enrichment. Significantly differentially expressed genes were clustered by their GO and the enrichment of GO terms was tested using Fisher exact test. These GO terms are significantly enriched with *p*-adj < 0.05 in DEG sets. Asterisks (*) denote GO terms involved in immunity, cell survival, and stress responses. Figure created by GENEWIZ.

**Figure 3:**
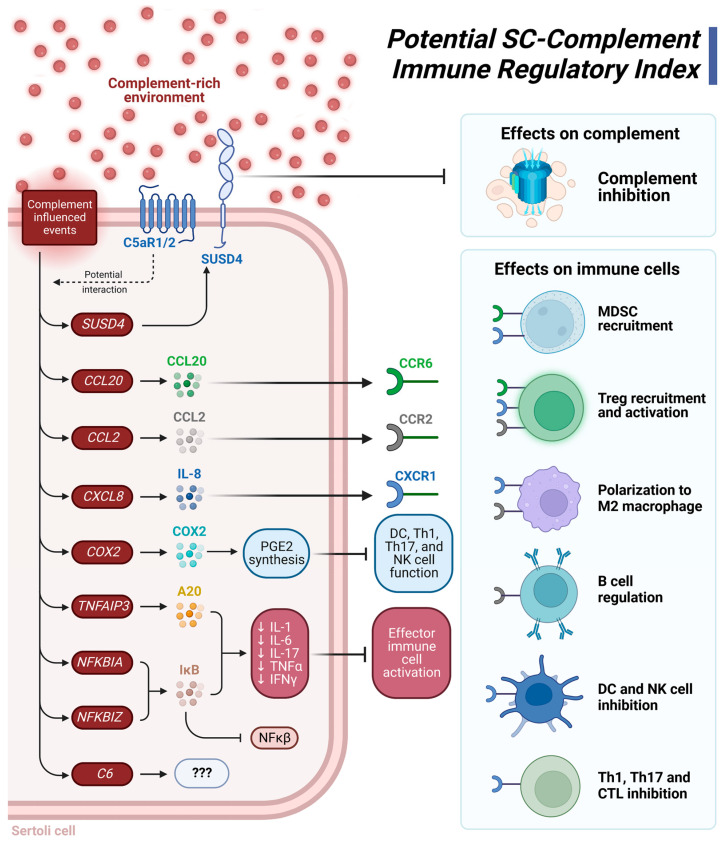
Suggested Sertoli cell (SC)-complement immune regulatory index. A complement-rich environment upregulates expression of the genes *SUSD4*, *CCL20*, *CCL2*, *CXCL8* (IL-8), *COX2* (PTGS2), *TNFAIP3* (A20), *NFKBIA*, *NFKBIZ*, and *C6*. SUSD4 is a complement inhibitor protein that prevents complement-mediated damage. When bound to their respective receptors, the cytokines CCL20 (CCR6 receptor), CCL2 (CCR2 receptor), and CXCL8 (CXCR1 receptor) recruit MDSC and Tregs, polarize macrophages to an anti-inflammatory M2 phenotype, regulate B cell response, and can inhibit responses from dendritic cells, Th1 cells, Th17 cells, and CTL. COX2 is integral to PGE2 synthesis, an immune suppressive molecule that inhibits the function of inflammatory DC, Th1, Th17, and NK cells. The NF-κβ inhibitor, IκB, is encoded by *NFKBIA* and *NFKBIZ*. IκB, along with A20 are graft accommodation markers as they decrease transcription of the genes for the proinflammatory cytokines IL-1, IL-6, IL-17, TNFα, and IFNγ. A decrease in this factor also decreases effector immune cell activation. C6 is also upregulated by complement exposure, but as the only known function of C6 is as part of the MAC, the purpose of its upregulation is a mystery. Figure was created using BioRender.

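All 9 genes SUSD4, CCL20, CCL2, CXCL8, PTGS2, TNFAIP3, NFKBIA, NFKBIZ and C6 were higher in every complement NPSC library than in any baseline NPSC library, with a median log2 fold change of 1.33. By edgeR's test 2 of them, CCL20 and PTGS2, were past the thresholds. The DESeq2 Wald test also called SUSD4, CCL2, NFKBIA, NFKBIZ and C6, but not CXCL8 or TNFAIP3. NFKBIZ (ENSSSCG00000011951) lies on chromosome 13 from 166744538 to 166776678 in the files, with 116 ± 36.6 CPM (SD, n = 3) in baseline NPSC and 298 ± 138 CPM (SD, n = 3) in complement NPSC. Its log2 fold change was 1.36 (SE 0.31, adjusted p = 0.200) by edgeR, and the DESeq2 Wald test gave an adjusted p of 0.0155. It was called by edgeR without complement replicate 3 (adjusted p = 0.0423), and over all alternatives its adjusted p ranged from 7.19e-08 to 0.516. The paper proposes that Sertoli cells limit complement action, recruit suppressive leukocytes and lower the production of inflammatory cytokines. It draws on the higher expression of these genes after complement exposure, on what is known of their functions and on its pathway analyses. It also gives qPCR, A20 and CCL2 protein and earlier findings in Sertoli cell grafts, which were not analysed here.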

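IL1A (ENSSSCG00000008090) lies on chromosome 3 from 45453545 to 45466239 in the files and had 11.1 ± 1.51 CPM (SD, n = 3) in baseline NPSC and 17.6 ± 1.44 CPM (SD, n = 3) in complement NPSC, a log2 fold change of 0.67 (SE 0.26, adjusted p = 0.284) by edgeR, with all 3 complement NPSC libraries above the baseline NPSC libraries. Background accounts for 27.7% of its counts. IL6 had 0 counts in all 6 libraries, where the background expected from its exon length is 9.65 to 18.1 counts per library, so these counts give no upper limit for IL6. IL17A had 2, 1 and 7 counts in baseline NPSC and 9, 11 and 7 in complement NPSC and did not pass the expression filter. For TNF, IFNG and IL1B no identifier was matched, and they were not analysed here.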

**Table 1:** Significant differentially expressed genes in NPSC after human complement exposure.

Gene Symbol	NPSC Ensembl Number	Human GeneID	LFC	*p*-Adj
***CCL20***	ENSSSCG00000016254	6364	3.613	1.00 × 10^−6^
***PTGS2***	ENSSSCG00000015579	5743	3.529	1.00 × 10^−6^
*KERA*	ENSSSCG00000000917	11081	3.371	1.61 × 10^−4^
***NR4A3***	ENSSSCG00000005385	8013	2.967	1.00 × 10^−6^
*ssc-mir-212* *	ENSSSCG00000019896	N/A	2.416	2.17 × 10^−3^
*ssc-mir-221* *	ENSSSCG00000018698	N/A	2.412	5.41 × 10^−3^
***BTG2*** *	ENSSSCG00000028322	7832	2.278	2.41 × 10^−13^
*F2Z5K9* *	ENSSSCG00000026982	N/A	2.237	5.42 × 10^−3^
***EGR3***	ENSSSCG00000009630	1960	2.048	1.00 × 10^−6^
***EGR1***	ENSSSCG00000014336	1958	2.018	1.00 × 10^−6^
***SELE***	ENSSSCG00000006286	6401	1.986	3.46 × 10^−6^
*SORCS3*	ENSSSCG00000010617	22986	1.869	1.50 × 10^−2^
***CXCL2*** *	ENSSSCG00000008959	2920	1.782	6.32 × 10^−7^
***C6***	ENSSSCG00000016861	729	1.759	3.20 × 10^−2^
***BDKRB1*** *	ENSSSCG00000002501	623	1.666	1.30 × 10^−3^
***CSF3*** *	ENSSSCG00000017482	2438	1.664	2.43 × 10^−2^
*FOXR1*	ENSSSCG00000015101	283150	1.599	9.00 × 10^−3^
***MSC***	ENSSSCG00000006187	9242	1.548	1.00 × 10^−6^
***ATG10*** *	ENSSSCG00000029605	83734	1.538	6.25 × 10^−11^
***IER3***	ENSSSCG00000027607	8870	1.499	1.62 × 10^−5^
*LMCD1*	ENSSSCG00000011538	29995	1.498	2.02 × 10^−6^
*JUNB*	ENSSSCG00000013735	3726	1.424	1.00 × 10^−6^
*MYOC*	ENSSSCG00000015481	4653	1.405	4.68 × 10^−2^
*BHLHE40* *	ENSSSCG00000011534	8553	1.399	5.44 × 10^−4^
***NFKBIZ***	ENSSSCG00000011951	64332	1.355	4.00 × 10^−3^
***MAP3K8***	ENSSSCG00000020705	1326	1.334	2.18 × 10^−4^
*AK7*	ENSSSCG00000002504	122481	1.328	3.80 × 10^−2^
*TGM7*	ENSSSCG00000004712	116179	1.325	4.00 × 10^−2^
***NFKBIA***	ENSSSCG00000001952	4792	1.323	1.00 × 10^−3^
*GEM*	ENSSSCG00000006105	2669	1.293	2.00 × 10^−3^
*GPC3*	ENSSSCG00000012680	2719	1.276	2.10 × 10^−2^
***NFKB1***	ENSSSCG00000030957	4790	1.271	2.40 × 10^−2^
***SUSD4***	ENSSSCG00000011176	55061	1.265	2.20 × 10^−2^
*ADAM7*	ENSSSCG00000009646	8756	1.251	1.20 × 10^−2^
*VEGFA*	ENSSSCG00000001695	7422	1.249	1.62 × 10^−5^
***VCAM1***	ENSSSCG00000006862	7412	1.240	2.00 × 10^−3^
*SHAS2*	ENSSSCG00000005992	3037	1.215	8.00 × 10^−3^
*SNARK* *	ENSSSCG00000027243	81788	1.206	2.17 × 10^−3^
*NR4A2*	ENSSSCG00000015871	4929	1.206	1.00 × 10^−3^
*DUSP10*	ENSSSCG00000010831	11221	1.200	1.69 × 10^−4^
*LOC110259249* *	ENSSSCG00000052816	N/A	1.152	4.00 × 10^−3^
***TNFAIP3***	ENSSSCG00000004154	7128	1.120	1.80 × 10^−2^
*SLCO5A1*	ENSSSCG00000006196	81796	1.109	8.00 × 10^−3^
***LIF*** *	ENSSSCG00000009996	3976	1.105	1.26 × 10^−3^
*KDM6B*	ENSSSCG00000017962	23135	1.100	8.00 × 10^−3^
*SERPINB2*	ENSSSCG00000004890	5055	1.088	3.70 × 10^−2^
***F3***	ENSSSCG00000022447	2152	1.053	5.00 × 10^−3^
*GADD45G* *	ENSSSCG00000009585	N/A	1.048	8.80 × 10^−3^
*NFATC2*	ENSSSCG00000007477	4773	1.027	4.00 × 10^−2^
*PER1* **	ENSSSCG00000017983	5187	0.979	8.00 × 10^−3^
***CXCL8*** **	ENSSSCG00000008953	3576	0.97	4.60 × 10^−2^
***CCL2*** **	ENSSSCG00000017723	6347	0.946	2.00 × 10^−3^
***DUSP1*** **	ENSSSCG00000016991	1843	0.856	3.70 × 10^−2^
*MAP3K21* **	ENSSSCG00000010164	84451	−0.724	4.70 × 10^−2^
*PSAP* **	ENSSSCG00000010281	5660	−0.795	4.80 × 10^−2^
*GATA6* **	ENSSSCG00000003702	2627	−0.805	4.00 × 10^−2^
*TMEM245* **	ENSSSCG00000005444	23731	−0.861	2.20 × 10^−2^
*OXTR* **	ENSSSCG00000021585	5021	−0.864	2.80 × 10^−2^
*IER5L*	ENSSSCG00000005673	389792	−1.272	3.46 × 10^−6^
*CYP1A1*	ENSSSCG00000001906	1543	−1.394	4.50 × 10^−5^
*CCL8* **	ENSSSCG00000017721	N6355A	−2.257	0.026123
***LYZ***	ENSSSCG00000000492	4069	−2.312	3.46 × 10^−6^

* indicates DEG was only identified by GeneWiz. ** indicates DEG was only identified by Advaita. Significant DEG are defined as having a LFC > 0.7 or LFC < −0.7 and *p*-adj < 0.05. Bold text are immune-related genes as identified by IKB [20] and InnateDB [21].

**Table 2:** Immune-related DEG *.

Gene	Name	Immune Function
***ATG10***	Autophagy-related 10	Autophagosome formation
***BDKRB1***	Bradykinin receptor B1	Induces inflammatory responses
***BTG2***	B cell translocation gene 2	Antiproliferative functions
***C6*** **	Complement C6	Formation of MAC
***CCL2*** **	C-C motif ligand 2	Induces monocyte trafficking
***CCL20*** **	C-C motif ligand 20	Antimicrobial cytokine
***CCL8***	C-C motif ligand 8	Antimicrobial cytokine that recruits leukocytes to inflammatory site
***CSF3***	Colony stimulating factor 3	Regulates granulocyte production, function, and differentiation
***CXCL2***	C-X-C motif ligand 2	Recruitment of neutrophils
***CXCL8*** **	C-X-C motif ligand 8	Angiogenesis regulation, infiltration of leukocytes, cell motility and survival
***DUSP1***	Dual specificity phosphatase 1	Decreases TLR signaling and inhibits MAPK induction of IL-6 and IL-8
***EGR1*** **	Early growth response 1	Cell differentiation and mitogenesis
***EGR3***	Early growth response 3	Lymphocyte development
***F3*** **	Coagulation factor III (thromboplastin)	Initiates blood coagulation cascades
***IER3***	Immediate early response 3	Protects against Fas or TNF-α apoptosis
***LIF***	Leukemia inhibitory factor	Differentiation of myeloid cells, immune tolerance
***LYZ*** **	Lysozyme	Antimicrobial, cleavage of peptidoglycans in bacterial cell walls
***MAP3K8***	Mitogen-activated protein kinase kinase kinase 8	Regulates IL-1β and TNF production in macrophages and dendritic cells
***MSC***	Musculin	B cell receptor signaling target
***NFATC2***	Nuclear factor of activated T cells, cytoplasmic, calcineurin-dependent 2	Activates IL-2 transcription through interaction with JUN in T cells
***NFKB1*** **	Nuclear factor of kappa light polypeptide gene enhancer in B cells 1	Regulation of immune and inflammatory response genes; regulation of cell growth
***NFKBIA*** **	Nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor alpha	Inhibition of NFκB
***NFKBIZ*** **	Nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor zeta	Inhibits NFκB1 binding to DNA; regulates IL-6 production, regulates TLR and NOD-like receptor inflammation
***NR4A3***	Nuclear receptor subfamily 4, A3	Induces repressive effects in dendritic cells
***PTGS2*** **	Prostaglandin-endoperoxidase synthase 2	Prostaglandin biosynthesis important in inflammation and mitogenesis
***SELE***	Selectin E	Accumulates leukocytes to inflammatory cites; allows for adhesion of leukocytes to endothelium
***SUSD4***	Sushi domain containing 4	Membrane-bound inhibition of alternative and classical complement activation
***TNFAIP3*** **	Tumor necrosis factor, alpha-induced protein 3 (A20)	Restricts TLR, NOD, and RIG-I signaling; negatively regulates NF-κB signaling pathway
***VCAM1*** **	Vascular cell adhesion molecule 1	Mediates leukocyte adhesion to endothelium

* Data retrieved from NCBI Gene Database [27]. ** genes discussed in depth in the text.

**Table 3:** Functional pathways from Advaita iPathwayGuide analyses of DEG.

Pathway Name	#DEG/TG	*p*-Value	Genes
TNF signaling *	10/77	0.00001	***↑CCL20↑PTGS2*** *↑SELE ↑JUNB ↑MAP3K8****↑NFKBIA↑NFKB1****↑VCAM1****↑TNFAIP3↑CCL2***
AGE-RAGE signaling in diabetes	8/73	0.000001	***↑EGR1*** *↑SELE****↑NFKB1*** *↑VEGFA ↑VCAM1 ↑F3****↑CXCL8↑CCL2***
IL-17 signaling *	7/55	0.00001	***↑*** ***CCL20*** ***↑*** ***PTGS2*** ***↑*** ***NFKBIA*** ***↑*** ***NFKB1*** ***↑*** ***TNFAIP3*** ***↑*** ***CXCL8*** ***↑*** ***CCL2***
NF-κB signaling *	6/69	0.000003	***↑PTGS2↑NFKBIA↑NFKB1*** *↑VCAM1****↑TNFAIP3↑CXCL8***
Fluid shear stress and atherosclerosis	6/90	0.000005	*↑* *SELE* ***↑*** ***NFKB1*** *↑* *VEGFA* *↑* *VCAM1* ***↑*** ***CCL2*** *↑* *DUSP1*
C-type lectin receptor signaling *	5/68	0.00002	***↑PTGS2*** *↑EGR3****↑NFKBIA↑NFKB1*** *↑NFATC2*
Chemokine signaling *	5/102	0.00005	***↑*** ***CCL20*** ***↑*** ***NFKBIA*** ***↑*** ***NFKB1*** ***↑*** ***CXCL8*** ***↑*** ***CCL2***
NOD-like receptor signaling *	5/90	0.0003	***↑*** ***NFKBIA*** ***↑*** ***NFKB1*** ***↑*** ***TNFAIP3*** ***↑*** ***CXCL8*** ***↑*** ***CCL2***
MAPK signaling pathway *	5/196	0.01	*↑MAP3KIB****↑NFKB1*** *↑VEGFA ↑DUSP10 ↑DUSP1*
Pathways in cancer	5/339	0.014	***↑PTGS2↑NFKBIA↑NFKB1*** *↑VEGFA****↑CXCL8***
TLR signaling *	4/57	0.0005	*↑* *MAP3KIB* ***↑*** ***NFKBIA*** ***↑*** ***NFKB1*** ***↑*** ***CXCL8***
Osteoclast differentiation	4/72	0.001	*↑JUNB****↑NFKBIA↑NFKB1*** *↑NFATC2*
T cell receptor signaling *	4/67	0.001	*↑MAP3K8****↑NFKBIA↑NFKB1*** *↑NFATC2*
Complement and coagulation cascades *	4/47	0.007	***↑C6*** *↑SERPINB2 ↑F3****↑SUSD4***
B cell receptor signaling	3/46	0.002	***↑NFKBIA↑NFKB1*** *↑NFATC2*
RIG-I-like receptor signaling *	3/38	0.002	***↑*** ***NFKBIA*** ***↑*** ***NFKB1*** ***↑*** ***CXCL8***
Cytokine-cytokine receptor interaction *	3/125	0.002	***↑*** ***CCL20*** ***↑*** ***CXCL8*** ***↑*** ***CCL2***
VEGF signaling	3/38	0.004	***↑PTGS2*** *↑VEGFA ↑NFATC2*
Cellular senescence	3/98	0.005	***↑NFKB1*** *↑NFATC2****↑CXCL8***
Th17 cell differentiation *	3/72	0.006	***↑NFKBIA↑NFKB1*** *↑NFATC2*
Th1 and Th2 cell differentiation *	3/59	0.007	***↑NFKBIA↑NFKB1*** *↑NFATC2*
Relaxin signaling	3/87	0.014	***↑NFKBIA↑NFKB1*** *↑VEGFA*
Oxytocin signaling	3/101	0.038	***↑PTGS2*** *↑NFATC2 ↓OXTR*
Seratonergic synapse	2/61	0.015	***↑PTGS2*** *↑DUSP1*
Neurotrophin signaling	2/80	0.031	***↑*** ***NFKBIA*** ***↑*** ***NFKB1***
Parathyroid hormone synthesis, secretion, and action	2/78	0.035	***↑EGR1*** *↑NR4A2*

* functional pathways discussed in depth in the text. TG: total genes. Genes discussed in depth in the text are in bold. ↑ indicates increased gene expression. ↓ indicates decreased gene expression.

## Data Availability

The data presented in this study are openly available in the NCBI GEO database, accession number GSE221711.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines11061650/s1, Figure S1: General DEG analyses; Figure S2: Venn diagram of the three NPSC biological clusters affected by complement; Figure S3: Innate immune signaling pathways; Figure S4: Cytokine signaling pathways; Figure S5: T cell regulation; Table S1: Genes of interest PCR primers; Table S2: qPCR quantification of GOI between baseline and complement NSPSC; Table S3: Genes of interest.

How the deposited data were processed for this re-analysis (not part of the article)

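The data are counts from bulk RNA sequencing of neonatal pig Sertoli cells in 2 conditions, 3 libraries of baseline NPSC and 3 of complement NPSC, each from its own plate. Reads were trimmed, mapped and counted by the sequencing service of the authors, and the authors deposited raw counts per gene, without normalization, with a Length column that gives the summed exon length of each gene in bp. The paper's text names no aligner, counting tool, genome build or strand setting for these counts. Whether libraries of the same number share cells is not stated. The chromosome, start and end of each gene were taken from the deposited files and are those of their unnamed build.

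Of 25149 genes listed, 21859 had at least 1 count and 17512 were tested. The tables of names at hand paired 11804 identifiers with a symbol, 11069 of them tested. Genes of Table 1 were matched by the Ensembl identifier and otherwise by symbol; LOC110259249 was not in the files. Library totals ranged from 3641518 to 8371923, and a group whose libraries all had 3 counts or fewer was treated as at the floor. Of 21976 genes with more than 20 expected background counts over the 6 libraries, 2581 had 0 counts in all of them, so the expected background is an average that does not hold for every gene, and 0 counts do not give a level. Counting error at these totals limits genes with few counts, such as CCL20 with 6 to 8 counts per baseline library.

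The main comparison used edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization, glmQLFit and the quasi-likelihood F-test, with Benjamini-Hochberg adjustment over all tested genes, an adjusted p under 0.05 and a log2 fold change beyond 0.7 (Table 1) or 1 (section 2.6). Means and SDs are of counts scaled by the TMM-normalized library size (CPM), and distances and principal components are of log2 CPM with a prior count of 2. Gene lists with at least 5 tested genes were tested two-sided with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and with an estimated correlation. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

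The 16 gene lists were macrophage, endothelial cell, Leydig cell, peritubular myoid cell, Sertoli cell and germ cell markers, serum-induced immediate early genes, NF-kB target genes, interferon-stimulated genes, glucocorticoid receptor target genes, sterol synthesis genes, complement regulator genes, complement component genes, complement receptor genes, the pro-inflammatory cytokine genes of Fig. 3 and caspase genes. They were written from general knowledge, and genes of Table 1 were left out of the lists that test an explanation of Table 1. The genes named are every gene of Table 1 that was matched to the files, genes of the paper's text and Fig. 3 that were matched (LGALS1, C1QBP, CCR2 and CXCR1 were not), the 5 highest and 5 lowest DEG outside Table 1 (there were 0 such DEG), and from each list its 3 genes with the highest mean CPM and its members past the thresholds.

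The alternatives were DESeq2's size factors in the edgeR fit, upper-quartile normalization, the Wald test of DESeq2 1.42.0 with and without betaPrior, no filter beyond at least 1 count, at least 10 counts in every library, a replicate block in edgeR or DESeq2, leaving out each library in turn, leaving out the 20 genes with the most counts, and glmTreat tests against 0.7 and 1. For the count of genes whose groups do not overlap and for the principal components, CPM by library total and a prior count of 0.5 were also used. After the data were seen, subtraction of an expected background and a covariate were added. The expected background of a gene is its exon length times the density of counts on the 48 olfactory receptor genes of the files, and the covariate is the log2 of that density.

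The procedure was tested on simulated counts with the library totals of the study. Of 200 genes simulated with a log2 fold change of 2 in size, 99.00% were past the thresholds in edgeR and 99.50% in DESeq2, with 11 and 15 of 16941 unchanged genes past them. The 200 genes were drawn from the better expressed genes, and counts were simulated independently for each gene. No difference between libraries shared across genes, such as the first principal component, was simulated. These shares therefore need not hold for the study's genes, for genes with few counts or for smaller changes. Of 1000 simulated silent genes that held background only, 646 passed the filter as counted, with a median log2 fold change of 0.87, and 1 passed after subtraction. The density subtracted was the one these genes were simulated with, so this does not test whether that background holds in the data. The quantitative PCR, western blot and ELISA assays were not analysed here.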

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

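The tests of the NF-kB target genes and the serum-induced immediate early genes were set before the data were examined; every test that uses the density on olfactory receptor genes, and those of the Sertoli and Leydig cell markers, were chosen only after the result was seen.

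Counts on olfactory receptor genes, a signal in genes the paper does not discuss, came to 4.01 CPM per kb in complement replicate 1 and 4.44 in complement replicate 2, above 1.18 to 2.15 in baseline NPSC, whereas complement replicate 3 had 1.51. Over the 6 libraries the log2 density on these genes followed the density on 23 genes of lens, hair, taste receptor and defensin families, with a Pearson r of 0.978 (exact permutation p = 0.00417) and a Spearman rho of 0.943 (exact permutation p = 0.0167), and with an r of 0.987 without complement replicates 1 and 2. Counts that do not come from transcripts of these genes are a candidate explanation, since unrelated families rise together. The 23 genes had 4.33 to 5.69 CPM per kb in baseline NPSC and 7.47, 6.80 and 5.02 in complement replicates 1, 2 and 3. Their density was higher and rose less than that on olfactory receptor genes. A single density per length therefore does not hold for both sets, and whether the 23 genes are silent here was not tested. Whether such reads come from genomic DNA, from unspliced RNA or from the mapping was not tested. Complement replicates 1 and 2 also had the fewest counts on genes, and a link between the density and the depth was not tested. A biological explanation by complement exposure was not tested apart from complement replicate 3, which was exposed and stayed within the range of baseline NPSC.

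NF-kB target genes outside Table 1, which the paper does not report on, had a median log2 fold change of 0.51, with 13 of 14 higher (camera adjusted p = 0.00184, limma). Serum-induced immediate early genes outside Table 1 had a median of 0.33, with 11 of 14 higher (camera adjusted p = 0.0380, limma). Neither call holds with fry (adjusted p = 0.157 and 0.507) or with an estimated correlation (0.626 and 0.787). Both are lost without complement replicate 3, with medians of 0.31 (adjusted p = 0.256) and 0.078 (adjusted p = 0.751), and that of the immediate early genes also without baseline replicate 1 or 3 (medians of 0.23 and 0.26, adjusted p = 0.397 and 0.0948) and with DESeq2's size factors (0.0503), the DESeq2 Wald test (0.0675) or no filter (0.0808). Over the alternatives the adjusted p ranged from 3.55e-14 to 0.626 for the NF-kB targets and from 2.24e-15 to 0.787 for the immediate early genes. The expected background was a median of 9.56% of the counts for the NF-kB targets and 2.12% for the immediate early genes. These small shares argue against background counts spread over gene length. The medians after subtraction, 0.70 and 0.59, add no test, since there was little to remove. Genes with up to 3% background also moved up on subtraction, from a median of −0.33 to −0.093. NF-kB activation and growth factors of serum acting on serum-response genes may both contribute, as camera's values at a preset correlation are those each would give, and they cannot be separated here because complement NPSC received active complement and serum together.

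Sertoli cell markers had a median log2 fold change of −0.61, with 6 of 8 lower (camera adjusted p = 0.00238, limma), and Leydig cell markers one of −0.52, with 5 of 5 lower (camera adjusted p = 0.00113, limma); the paper does not report on these lists. With fry the Leydig call holds (adjusted p = 0.00280) and the Sertoli call does not (0.0500, above the threshold unrounded), and with an estimated correlation both lists have 0.160. Over the alternatives the adjusted p ranged from 4.30e-05 to 0.160 for the Sertoli and from 3.52e-05 to 0.160 for the Leydig cell markers. INSL3, the most abundant Leydig cell marker, had 798 ± 85.2 CPM in baseline and 555 ± 25.7 CPM in complement NPSC, and CLDN11, the most abundant Sertoli cell marker, had 557 ± 10.3 and 359.6 ± 59.8 CPM (SD, n = 3 each). The lower log2 fold change of abundant genes in these libraries argues for a technical part, but with the density as a covariate both lists kept their call, the larger adjusted p being 7.14e-05. After subtraction of the background both were still called, with medians nearer 0, −0.41 for the Sertoli list (adjusted p = 0.0437) and −0.29 for the Leydig list (adjusted p = 0.0147). Random lists matched on the share of background had medians as low in a share of 1.00e-04 for the Sertoli list, the smallest these draws can give, and of 0.00750 for the Leydig list. A lower share of both cell types or lower expression of these genes after exposure stays open and was not tested.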

How the results depend on the processing

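The subtraction of olfactory receptor background and the density as a covariate were chosen after seeing the data; all other alternatives were set earlier.

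The number of DEG beyond 0.7, 18 in the edgeR analysis, stayed within 1.5 times that number with DESeq2's size factors (15), upper-quartile normalization (21), at least 10 counts in every library (16) without the 20 genes with the most counts (16), without baseline replicate 3 (15) and without complement replicate 1 (12) or 2 (19). It moved further with the other settings, and the cause was not tested in any of them. The DESeq2 Wald test gave 63 DEG beyond 0.7, 43 of them higher, 20 lower, 53 DEG beyond 1, 51 genes of Table 1, 24 immune-related genes, 9 genes of interest and 17 genes of Table 3 past the thresholds. With betaPrior it gave 64 DEG beyond 0.7, 44 of them higher, 20 lower, 38 DEG beyond 1, 52 genes of Table 1, 25 immune-related genes, 10 genes of interest and 18 genes of Table 3. With no filter beyond at least 1 count there were 31 DEG beyond 0.7, 25 of them higher, 6 lower, 31 DEG beyond 1 and 28 genes of Table 1. Upper-quartile normalization gave 0 lower, and at least 10 counts in every library gave 1 lower and 1 gene of interest, where CCL20, KERA and LYZ were not tested. The glmTreat tests, which ask for a log2 fold change beyond 0.7 or 1 rather than beyond 0, gave 4 and 3 DEG. After subtraction of the background there were 31 DEG beyond 0.7, 30 of them higher, 1 lower, 31 DEG beyond 1, 28 genes of Table 1, 18 immune-related genes and 7 genes of interest, and the median log2 fold change of all genes moved by 0.12. With the density as a covariate there were 63 DEG beyond 0.7, 60 of them higher, 58 DEG beyond 1, 38 genes of Table 1, 23 immune-related genes, 9 genes of interest, 18 genes of Table 3 and 9 gene lists. Of the 4 gene lists past an adjusted p of 0.05 with camera, an estimated correlation left 0 (2 at an unadjusted p under 0.05) and fry left 1.

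A replicate block in the edgeR fit gave 1575 DEG beyond 0.7, 1436 of them higher, 139 lower, 728 DEG beyond 1, 61 genes of Table 1, 29 immune-related genes, 12 genes of interest and 23 genes of Table 3, and in DESeq2 305 DEG beyond 0.7, 193 of them higher, 112 lower, 121 DEG beyond 1, 54 genes of Table 1, 24 immune-related genes, 10 genes of interest and 20 genes of Table 3. After group means were subtracted, libraries of the same number had correlations of 0.456, 0.0302 and 0.482. The paper used 3 litters with different farrowing dates but names no pairing and does not say which litter each plate came from. The libraries share only a number as far as the files show, so whether a block applies stays open.

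Across the 6 fits that each left out 1 library, the counts were 9 to 1540 DEG beyond 0.7, 8 to 1149 of them higher, 0 to 391 lower, 9 to 1063 DEG beyond 1, 8 to 56 genes of Table 1, 7 to 25 immune-related genes, 2 to 9 genes of interest, 3 to 18 genes of Table 3 and 3 to 6 gene lists. The extremes came without baseline replicate 2 (9 DEG beyond 0.7) and complement replicate 3 (1540), and with fewer libraries the filter kept 17725 to 18443 genes. The first principal component held 59.4% to 68.6% of the variance in these fits.

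All 61 genes of Table 1 kept their sign in every setting in which they were tested, 7 were past the thresholds in every setting in which they were tested other than the glmTreat tests, which gave only 4 and 3 DEG and were not counted by gene, and each of the 61 was past them in at least 1 setting. Of 45 genes named from the lists, 21 changed sign in a setting. With the density as a covariate, the direction reversed for endothelial cell markers (0.31), peritubular myoid cell markers (0.29), germ cell markers (−0.21), interferon-stimulated genes (−0.12), complement regulator genes (0.19), complement component genes outside Table 1 (−0.054), CD68 (−0.41), MRC1 (−0.016), KDR (0.33), PECAM1 (0.29), EGFL7 (0.34), ACTA2 (0.28), TAGLN (0.28), SYCP3 (−0.26), DUSP4 (0.16), TNIP1 (0.18), USP18 (−0.26), SGK1 (0.36), SERPING1 (0.17), CD93 (0.19), C5AR2 (−0.095) and CASP9 (−0.011). After subtraction of the background, the direction reversed for peritubular myoid cell markers (0.045), germ cell markers (−0.11), interferon-stimulated genes (−0.24), LAPTM5 (0.032), MRC1 (−0.26), TAGLN (0.083), SYCP3 (−1.11), DUSP4 (0.060), TNIP1 (0.20), SGK1 (0.074) and C5AR2 (−0.016). With the DESeq2 Wald test, the direction reversed for germ cell markers (−0.021), caspase genes (−0.022), SYCP3 (−0.0020) and C5AR2 (−0.016). With no filter beyond at least 1 count, the direction reversed for germ cell markers (−0.0057) and caspase genes (−0.0065). With betaPrior in DESeq2, the direction reversed for SYCP3 (−0.0015) and C5AR2 (−0.012). With the block in DESeq2, the direction reversed for SYCP3 (−0.033), USP18 (−0.0014) and C5AR2 (−0.045). With upper-quartile normalization, the direction reversed for TNIP1 (0.056). In the fits that left out 1 library, the direction changed for endothelial cell markers (−0.66 to 0.082), germ cell markers (−0.26 to 0.18), complement regulator genes (−0.32 to 0.015), caspase genes (−0.091 to 0.13), CD68 (−0.068 to 0.33), LAPTM5 (−0.41 to 0.086), KDR (−0.65 to 0.029), PECAM1 (−0.68 to 0.030), EGFL7 (−0.82 to 0.070), SMTN (−0.17 to 0.26), SYCP3 (−0.27 to 0.19), CCN2 (−0.0084 to 0.49), DUSP4 (−0.37 to 0.011), TNIP1 (−0.18 to 0.035), USP18 (−0.087 to 0.17), LSS (−0.32 to 0.098), CD93 (−0.92 to 0.043), C5AR2 (−0.34 to 0.26) and CASP10 (−0.13 to 0.29), given with their ranges. The cause was not tested. Of the other gene and list results, 353 changed, 54 weaker and 299 stronger. Genes whose groups do not overlap numbered 2376 (after subtraction of the background) to 3712 (with no filter beyond at least 1 count) and the share of the first component was 54.6% to 68.6% over the alternatives, neither moved beyond its limit.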

Differences from the paper's values

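No test of a cause is given in this part; background subtraction and the density as a covariate, named as settings here, were chosen after the result was seen.

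A gap is called closed where a value came within 1.5 times of the paper's, whichever genes make it up. The number of DEG beyond 0.7 was 18 against the paper's 62. Of the alternatives set before the data were examined, the gap was closed by 63 with the DESeq2 Wald test and 64 with DESeq2 with betaPrior, and not by the others. The paper's 62 joins genes called by GENEWIZ, by Advaita or by both, whereas each count here is from 1 test. Of the 63 genes, 51 are in Table 1 and 12 are not, and of the 64 genes 52 are and 12 are not. The number higher was 16 against the paper's 53, closed by 43 with the DESeq2 Wald test and 44 with DESeq2 with betaPrior alone. The number lower was 2 against the paper's 9, and by total alone only 6 with no filter beyond at least 1 count came within 1.5 times. Of these 6, 3 are genes of Table 1 and 3 are not. By gene, the DESeq2 Wald test had 8 lower genes of Table 1 among its 20. The replicate block had 9 among 139 in edgeR and 9 among 112 in DESeq2. The density as a covariate, chosen after seeing the values, gave 63 DEG, 60 of them higher. The immune-related genes past the thresholds were 11 against the paper's 29, closed by 24 with the DESeq2 Wald test, 25 with DESeq2 with betaPrior, 24 with DESeq2 with replicate block, 29 with edgeR with replicate block, 20 without baseline replicate 1 and 25 without complement replicate 3 and by no other. The genes of interest past the thresholds were 3 against the paper's 12, closed by 9 with the DESeq2 Wald test, 10 with DESeq2 with betaPrior, 10 with DESeq2 with replicate block, 12 with edgeR with replicate block, 8 without baseline replicate 1 and 9 without complement replicate 3 and by no other of these alternatives.

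The adjusted p from edgeR was 0.000779 against the paper's 1.00e-06 for CCL20, 0.000677 against the paper's 1.00e-06 for PTGS2, 0.0683 against the paper's 1.61e-04 for KERA, 0.261 against the paper's 3.46e-06 for LYZ, 0.0454 against the paper's 1.00e-06 for EGR1, 0.176 against the paper's 1.00e-03 for NFKBIA and 0.261 against the paper's 1.80e-02 for TNFAIP3. None of the alternatives set before the data were examined came within 1.5 times of the paper's value for these genes, but some went below it: CCL20 had 3.41e-10 with the DESeq2 Wald test, 1.33e-11 with DESeq2 with betaPrior, 3.22e-09 with DESeq2 with replicate block and 3.33e-16 with edgeR with replicate block; PTGS2 had 6.20e-22 with the DESeq2 Wald test, 8.27e-22 with DESeq2 with betaPrior and 1.72e-45 with edgeR with replicate block; KERA had 1.95e-09 with edgeR with replicate block; LYZ had 1.93e-06 with edgeR with replicate block; EGR1 had 8.02e-12 with edgeR with replicate block; NFKBIA had 2.21e-06 with edgeR with replicate block; TNFAIP3 had 0.00479 with DESeq2 with replicate block and 2.36e-05 with edgeR with replicate block. The paper prints the same 1.00e-06 for CCL20, PTGS2 and EGR1. It does not say whether this is a lower limit, so values below it need not differ from the paper's. After the data were seen, the density as a covariate gave 0.00108 for TNFAIP3, also below the paper's value, and 0.00104 for NFKBIA, which closes that gap. For C6 it was 0.235 against the paper's 3.20e-02, closed by 0.0461 with DESeq2 with betaPrior, 0.0282 with DESeq2 with replicate block, 0.0447 without baseline replicate 1 and 0.0382 without complement replicate 3 and not by the others. For NFKB1 it was 0.177 against the paper's 2.40e-02, closed by 0.0222 with DESeq2 with replicate block alone, and for SUSD4 0.191 against the paper's 2.20e-02, closed by 0.0173 without baseline replicate 1 alone. CXCL8 had 0.245 against the paper's 4.60e-02, closed by 0.0670 without baseline replicate 1 and 0.0490 without complement replicate 3 and by no other; of these values the first is above 0.05, and the second came with a log2 fold change of 0.68, under 0.7, so neither fit called CXCL8. CCL2 had 0.261 against the paper's 2.00e-03, closed by 0.00201 with edgeR with replicate block alone. Values below the paper's by more than 1.5 times were those of C6, 0.000111 with edgeR with replicate block; NFKB1, 5.28e-08 with edgeR with replicate block and 0.00675 with the density as a covariate; SUSD4, 0.000107 with DESeq2 with replicate block and 2.31e-10 with edgeR with replicate block; CXCL8, 0.0194 with DESeq2 with replicate block, 1.37e-05 with edgeR with replicate block and 0.0150 with the density as a covariate; CCL2, 0.000141 with DESeq2 with replicate block.

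Counts on genes were 7.16 M (median) in baseline NPSC and 3.93 M in complement NPSC against the paper's read depth of 20 to 30 M per sample; reads sequenced and reads counted on genes are different measures, and no alternative applies.

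The paper calls LYZ the most significantly decreased gene. By edgeR LYZ had the lowest log2 fold change, −2.28, but an adjusted p of 0.261, and CCL8, at −2.25, was the lowest gene past the thresholds. The paper calls CCL20 the most significantly increased, and by p it held rank 3, after NR4A3 and PTGS2. The paper counts CCL2 among the top DEG, and CCL2 held rank 51 of 61 by log2 fold change in Table 1. Of the 61 genes of Table 1 in the files 43 were not past the thresholds, and the DESeq2 Wald test had 51 of the 61 past them, betaPrior 52, DESeq2 with replicate block 54, no filter 28, edgeR with replicate block 61, without baseline replicate 1 44 and without complement replicate 3 56; background subtraction had 28 and the covariate 38, both chosen after seeing the values. KERA was called with the DESeq2 Wald test, DESeq2 with betaPrior, DESeq2 with replicate block, no filter beyond at least 1 count, edgeR with replicate block and the density as a covariate, and without baseline replicate 1, baseline replicate 3, complement replicate 2 or complement replicate 3. LYZ, C6 and SUSD4 were called with the DESeq2 Wald test, DESeq2 with betaPrior, DESeq2 with replicate block and edgeR with replicate block, and without baseline replicate 1 or complement replicate 3. NFKBIA was called with the DESeq2 Wald test, DESeq2 with betaPrior, edgeR with replicate block, background subtraction and the density as a covariate, and without complement replicate 3. NFKB1 was called with DESeq2 with replicate block, edgeR with replicate block and the density as a covariate, and without baseline replicate 1. TNFAIP3 was called with DESeq2 with betaPrior, DESeq2 with replicate block, edgeR with replicate block, background subtraction and the density as a covariate. CXCL8 was called with DESeq2 with replicate block, edgeR with replicate block, background subtraction and the density as a covariate. CCL2 was called with the DESeq2 Wald test, DESeq2 with betaPrior, DESeq2 with replicate block, edgeR with replicate block, background subtraction and the density as a covariate, and without complement replicate 3.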

Other observations

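The tests of cell types, cortisol, sterol synthesis, gene length, library size and other splits were set before the data were examined; those of background in C6, SORCS3 and SUSD4, of the trend with abundance, of the first component and of the split by density were chosen only after the result was seen.

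Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many DEG beyond 0.7 as the split by condition (18), that split included, and 2 gave as many beyond 1; 10 splits cannot give a share under 0.1. The other split set baseline replicate 1 with complement replicates 1 and 2 against the remaining libraries and gave 2165 DEG beyond 0.7 and 1343 beyond 1, and it follows the density on olfactory receptor genes. One further split gave 6 DEG, and the other 7 gave 0, with 71 to 394 genes at an unadjusted p under 0.05. Among the 569 genes with at most 2% background over the 6 libraries, fitted alone, the split by density gave 0 DEG (16 genes at an unadjusted p under 0.05) and the split by condition 15, all higher (54 at an unadjusted p under 0.05), 8 of them in Table 1. In the fit of all genes, however, the split by density had 36 of these genes as DEG, 32 of them lower at high density, and the split by condition 2. After subtraction the split by density gave 0 DEG and the split by condition 31, but at an unadjusted p under 0.05 there were 3597 and 1504 genes. Background counts spread over gene length and another difference between the libraries therefore cannot be told apart as the source of the larger number in the split by density.

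As to more DEG being higher than lower, the median exon length of the DEG was 2055 bp against 1784 bp for all tested genes, and 10000 random sets matched on expression gave a permutation p of 0.180. With 2 DEG lower, the lengths of higher and lower DEG were not compared, so transcript length stays open. After each library was thinned to 3641518 counts, 17 genes were DEG, 15 higher and 2 lower (88.2% higher), 16 of them shared with the 18, which argues against library size.

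Background accounts for at least 74.1% of the counts of C6 (90.3%) and SORCS3, so their increase may come from background counts spread over gene length. For SUSD4 the share is 6.65%, which argues against that explanation, yet with the density as a covariate its log2 fold change was 0.45 (adjusted p = 0.852, edgeR, over the alternatives 2.31e-10 to 0.852), so a difference between libraries that the density follows cannot be told apart from the condition, because complement replicates 1 and 2 hold both.

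Genes with over 30% background had a median log2 fold change of 0.39 and genes with up to 3% one of −0.33, a difference of 0.72, of which 43.7% remained after subtraction (0.31), so background may account for part of the lower log2 fold change of abundant genes. The first component of 1961 genes with at least 100 CPM followed the density after subtraction, with a Pearson r of 0.866 in size (exact permutation p = 0.0347) and a Spearman rho of 0.943 (exact permutation p = 0.0167), against 0.995 before it. Without complement replicates 1 and 2 the r after subtraction was 0.358, so the relation rests on these libraries, and whether background explains it cannot be told apart with 6 libraries.

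Macrophage markers other than LYZ and CCL8 had a median log2 fold change of −0.45 (3 of 10 higher, adjusted p = 0.0574), against −2.28 and −2.25 for LYZ and CCL8, and ranged from −1.06 for TYROBP to 0.31 for MRC1, with −0.75 for CSF1R, −0.68 for FCER1G, −0.64 for MSR1, −0.56 for CTSS, −0.33 for CD14, −0.15 for LAPTM5, 0.11 for CD68 and 0.28 for C1QA. TYROBP and FCER1G were lower in all complement libraries than in any baseline library. Background makes up 57.5% of the counts of MRC1, which had −0.26 after subtraction. The most abundant of the list, CD68 and LAPTM5, had 29.6 ± 0.808 and 32.0 ± 10.4 CPM and 29.3 ± 10.3 and 26.5 ± 3.46 CPM in baseline and complement NPSC (SD, n = 3 each). As no marker fell as far as LYZ and CCL8, this argues against fewer macrophages as the whole cause. The adjusted p of this list was under 0.05 without baseline replicate 2 (median −0.64, 4.83e-04), complement replicate 1 (−0.28, 0.0334) or complement replicate 2 (−0.64, 0.00390), with the DESeq2 Wald test (−0.51, 0.0154), no filter beyond at least 1 count (−0.49, 0.0269) or a replicate block in edgeR (−0.43, 0.0437), and, chosen after the data were seen, with the background subtracted (−0.56, 0.0147) or the density as a covariate (−0.47, 2.58e-04, with 0 of 10 higher), so a smaller share of macrophages as part of the cause stays open. It ranged from 0.000258 to 0.787 over the alternatives. Endothelial cell markers other than SELE and VCAM1 had a median of −0.18 (2 of 6 higher, adjusted p = 0.437), with KDR at 233 ± 39.8 and 204 ± 94.1 CPM, which argues against a larger share of endothelial cells as the whole cause; the median was 0.037 without baseline replicate 3, 0.082 without complement replicate 2 and 0.31 (6 of 6 higher, adjusted p = 0.0386) with the density as a covariate, and −0.66 (adjusted p = 0.0400) without complement replicate 3, with an adjusted p from 0.0386 to 0.892 over the alternatives.

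Glucocorticoid receptor target genes outside Table 1 had a median of 0.28 (5 of 6 higher, adjusted p = 0.316), so whether cortisol of human serum raised PER1 and DUSP1 stays open with 6 tested genes; with the density as a covariate the median was 0.31 (adjusted p = 0.0266), and over the alternatives the adjusted p ranged from 0.0266 to 0.787. Sterol synthesis genes had a median of −0.19 (1 of 12 higher, adjusted p = 0.0574), and an effect of lipoproteins of human serum stays open; over the alternatives the adjusted p ranged from 0.0125 to 0.787, and it was under 0.05 without baseline replicate 2 (0.0136), baseline replicate 3 (0.0125) or complement replicate 1 (0.0172), with the DESeq2 Wald test (0.0357) or no filter beyond at least 1 count (0.0463), and with the density as a covariate (0.0266).

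The remaining lists, tested with camera of limma, were not past an adjusted p of 0.05. The median log2 fold change was −0.16 (1 of 6 higher, adjusted p = 0.398) for peritubular myoid cell markers, 0.039 (4 of 6 higher, adjusted p = 0.810) for germ cell markers and 0.089 (6 of 10 higher, adjusted p = 0.806) for interferon-stimulated genes. It was −0.27 (2 of 5 higher, adjusted p = 0.629) for complement regulator genes, 0.46 (8 of 10 higher, adjusted p = 0.309) for complement component genes outside Table 1 and 0.036 (3 of 6 higher, adjusted p = 0.825) for caspase genes. Without complement replicate 3 the peritubular list had −0.42 (adjusted p = 0.0400), and with the density as a covariate, chosen after the data were seen, it went the other way, with 0.29 (5 of 6 higher, adjusted p = 0.0266); over the alternatives the adjusted p ranged from 0.0266 to 0.892. Without complement replicate 2 the germ cell, complement regulator and caspase lists changed direction, to −0.26, 0.014 and −0.039, as did germ cell markers without baseline replicate 2 (−0.048) and caspase genes without baseline replicate 1 (−0.091) or complement replicate 3 (−0.023). Complement receptor genes had 2 tested genes with a median of 0.30, and the pro-inflammatory cytokine genes of Fig. 3 had 1, IL1A, at 0.67; neither list was tested as a set. IL10 had a log2 fold change of 0.35 (adjusted p = 0.614, edgeR) and THBS1 one of 0.089 (adjusted p = 0.950, edgeR).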
